# Inactivation of the ATMIN/ATM pathway protects against glioblastoma formation

**DOI:** 10.7554/eLife.08711

**Published:** 2016-03-17

**Authors:** Sophia M Blake, Stefan H Stricker, Hanna Halavach, Anna R Poetsch, George Cresswell, Gavin Kelly, Nnennaya Kanu, Silvia Marino, Nicholas M Luscombe, Steven M Pollard, Axel Behrens

**Keywords:** glioblastoma, ATMIN, ATM, p53, PDGFRa, Human, Mouse

## Abstract

Glioblastoma multiforme (GBM) is the most aggressive human primary brain cancer. Using a *Trp53*-deficient mouse model of GBM, we show that genetic inactivation of the Atm cofactor Atmin, which is dispensable for embryonic and adult neural development, strongly suppresses GBM formation. Mechanistically, expression of several GBM-associated genes, including *Pdgfra*, was normalized by *Atmin* deletion in the *Trp53*-null background. Pharmacological ATM inhibition also reduced *Pdgfra* expression, and reduced the proliferation of *Trp53*-deficient primary glioma cells from murine and human tumors, while normal neural stem cells were unaffected. Analysis of GBM datasets showed that *PDGFRA* expression is also significantly increased in human *TP53*-mutant compared with *TP53*-wild-type tumors. Moreover, combined treatment with ATM and PDGFRA inhibitors efficiently killed *TP53*-mutant primary human GBM cells, but not untransformed neural stem cells. These results reveal a new requirement for ATMIN-dependent ATM signaling in TP53-deficient GBM, indicating a pro-tumorigenic role for ATM in the context of these tumors.

**DOI:** http://dx.doi.org/10.7554/eLife.08711.001

## eLife digest

Glioblastomas are the most common and aggressive brain cancers in adults, and currently lack efficient treatment options. Glioblastoma cells contain genetic mutations that enable them to grow and divide more quickly than they would under normal conditions. The occurrence of these mutations often leads to a functional impairment in so-called 'tumor suppressor' proteins that may have a range of roles, including repairing genetic damage or controlling the rate of cell division.

Blake et al. have now studied how some of these tumor suppressor proteins interact. Deleting a prominent tumor suppressor called TP53 from the brain of mice caused these animals to develop glioblastomas. If, however, both TP53 and another tumor suppressor called ATMIN were deleted at the same time, the majority of mice did not develop any brain tumors. Further in-depth profiling of these brain tumor cells revealed that TP53-deleted cells had very high levels of the oncogene PDGFRA, which causes cells to divide more rapidly. These high PDGFRA levels were brought back to normal conditions upon deletion of ATMIN.

Blake et al. then studied primary human glioblastoma cells that lack TP53 and found that these cells could be efficiently killed by a combination of drugs that block the activity of PDGFRA and the protein ATM, which is known to work in concert with ATMIN. Importantly, this combination of drugs did not adversely affect healthy brain cells, opening up new strategies and potential treatment options for glioblastoma patients.

**DOI:** http://dx.doi.org/10.7554/eLife.08711.002

## Introduction

Glioblastoma multiforme (GBM) is the most common and aggressive form of primary brain cancer in adults. Despite improvements in clinical care, a rapid disease progression and insufficient understanding of the etiology of these tumors results in very poor survival prognosis. The standard treatment for GBM patients involves a combination of the DNA damaging agent temozolomide together with radiotherapy (Stupp et al., 2005). However, the benefits of current treatment regimes come with severe side effects for patients, as well as drug resistance and inevitable recurrence of the tumor (Wen and Kesari, 2008).

Over recent years, great efforts by individual research groups and consortia have shed light on the key genetic events that lie at the heart of human GBM formation, raising the possibility of a more targeted approach to therapy. This has identified activation of growth factor receptor signaling (for example by amplification or overexpression of the PDGF receptor) and direct or indirect inactivation of the TP53 and retinoblastoma tumor suppressors as core deregulated pathways in human GBM (Cancer Genome Atlas Research Network, 2008). Unfortunately, many of these pathways are difficult to target pharmacologically in vivo, and for others, like PDGFR signaling, available inhibitors have so far lacked clinical impact (Wen et al., 2006; Rich et al., 2004). Hence, an important goal of GBM research is to identify novel, more effective therapies to generate better outcomes.

One of the central determinants of tumor progression and the response to therapy is the DNA damage response (Lord and Ashworth, 2012). The DNA damage kinase ATM is known primarily as a tumor suppressor, through its role in the response to DNA double-strand breaks (Shiloh and Ziv, 2013), and systemic loss of ATM has previously been shown to accelerate glioblastoma progression (Squatrito et al., 2010). This tumor suppressive role is in line with the activation of the DNA damage response in precancerous lesions as a barrier to tumorigenesis (Bartkova et al., 2005). A recent study has, however, demonstrated loss of ATM signaling to inhibit the growth of TP53-null tumor xenografts, via stabilization of p14^ARF^ (Velimezi et al., 2013), suggesting that ATM function in cancer is highly context-dependent.

As well as its canonical activation at break sites, ATM signaling also occurs in response to other cellular stresses (Bakkenist and Kastan, 2003), and this mode of ATM signaling requires the ATM INteractor ATMIN (Kanu and Behrens, 2007). ATMIN interacts with the ATM kinase in basal conditions and disassociates from ATM in response to ionizing radiation, to allow ATM to interact with the MRN complex at double-strand break sites (Zhang et al., 2014). ATMIN also has ATM-independent functions, most notably the transcriptional activation of Dynll1, a motor protein involved with ciliogenesis and crucial for lung development (Jurado et al., 2012a; Goggolidou et al., 2014). In addition, ATMIN has been shown to counteract oxidative damage in the brain (Kanu et al., 2010) and to protect against B cell lymphomagenesis (Loizou et al., 2011), but its role in other cancer types has not yet been determined.

A key downstream mediator of the DNA damage response pathway, activated by both the double-strand break and ATMIN-dependent responses, is the tumor suppressor TP53. Precancerous lesions in which the DNA damage response is activated are under selective pressure to lose or mutate *TP53*, and loss of *TP53* is known to cooperate with several genes to accelerate tumorigenesis (as summarized in the IARC database [Petitjean et al., 2007]). Among these cooperating changes is loss of *ATM*, which induces rapid T-cell lymphoma development (Westphal et al., 1997). *TP53* is also one of the most commonly mutated genes in human GBM. Consequently, the majority of available mouse models of GBM use deletion of one or both copies of the *Trp53* gene in combination with other mutations (Chen et al., 2012). Overexpression of the Pdgf receptor ligand *Pdgfrb* in adult Nestin-positive neural stem cells, for instance, results in glioma formation, which is accelerated in a *Trp53*-mutant background (Squatrito et al., 2010).

In this study, we demonstrate that congenital loss of *Trp53* in the mouse brain is sufficient to precipitate spontaneous glioblastoma formation, and that this correlates with upregulation of *Pdgfra*. Further, we show that ATMIN plays a critical role in GBM formation, promoting Pdgfra protein and gene expression in a *Trp53*-deficient background, using an in vivo glioma model as well as neural stem cell and primary tumor cell cultures. Importantly, we find that these results are translatable to therapeutic ATM inhibition in human patient-derived GBM stem cells, and that combining ATM inhibition with PDGFRA inhibition results in synergistic tumor cell killing with minimal effects on untransformed cells.

## Results

### Glioblastomas develop at high frequency in *p53^ΔN^ (Trp53* mutant) mice

Loss of *TP53* is one of the earliest occurring events in human GBM initiation (Maher et al., 2001; Wang et al., 2009; Ohgaki et al., 2004; Mazor et al., 2015; Johnson et al., 2014). This inevitably results in the accumulation of a plethora of secondary hits, which, after a long latency period, leads to tumor formation. To recapitulate this chain of events in mice, we deleted *Trp53* as an initial driver during neural development (using *p53^f/f^; Nestin-Cre (p53^ΔN^*) mice) and monitored brain tumor formation in late adult life. After 8 months, brain tumors arose in *p53^ΔN^* mice with high penetrance (Figure 1A and B), similar to previous observations using an *hGFAP-Cre* model (Wang et al., 2009). Animals began to show neurological symptoms including reduced movements and tremor at an average age of 263 days. When examined histologically, many *p53^ΔN^* tumors had features consistent with WHO classification criteria for Grade IV GBM (Figure 1C). Out of 17 animals, 14 (82%) showed diffusely infiltrative astrocytic brain tumors, the majority of which were classified as GBM by independent analysis (57% Grade IV, glioblastoma; 29% Grade III, anaplastic astrocytoma; 14% Grade II, fibrillary astrocytoma), while one displayed an osteosarcoma (Figure 1B and D, Figure 1—figure supplement 1 and Supplementary file 1). *p53^ΔN^* GBMs displayed pseudopalisading necrosis (i), microvascular proliferation with endothelial hyperplasia (ii) and occasional endovascular thrombosis (iii), hallmarks of human GBM tumors (Figure 1E [i–iii]). The markers Gfap (iv), Nestin (v), and Olig2 (vi) were expressed in all tumors, while they were negative for the neuronal marker NeuN, supporting the diagnosis of glioma (Figure 1E (iv–vi) and Figure 1—figure supplement 2). Intertumoral and intratumoral heterogeneity, a classic hallmark of high-grade gliomas, was also frequently observed (Figure 1F). These data indicate that early embryonic loss of *Trp*53 in the brain is sufficient to promote GBM formation. The long latency of these tumors, together with the genome instability and transcriptional changes known to be induced by loss of *Trp*53, indicated that these gliomas almost certainly develop as a result of secondary mutations arising in the *Trp*53-null brain. In line with this notion, mouse SNP array data revealed large chromosomal gains and losses (typical tumorigenic genetic changes) in four out of five analyzed *p53^ΔN^*gliomas, whereas no changes were detected in one wt and three Trp53-deficient non-tumorigenic control NS cells (Figure 1—figure supplement 3). These secondary hits are not congenitally predefined and thus possibly allow a better representation of the genetic diversity of the disease in patients. In addition, the high frequency of brain tumor formation, proportion of high-grade tumors, and consistency of tumor latency on a mixed genetic background make this a valuable GBM model.

**Figure 1.**
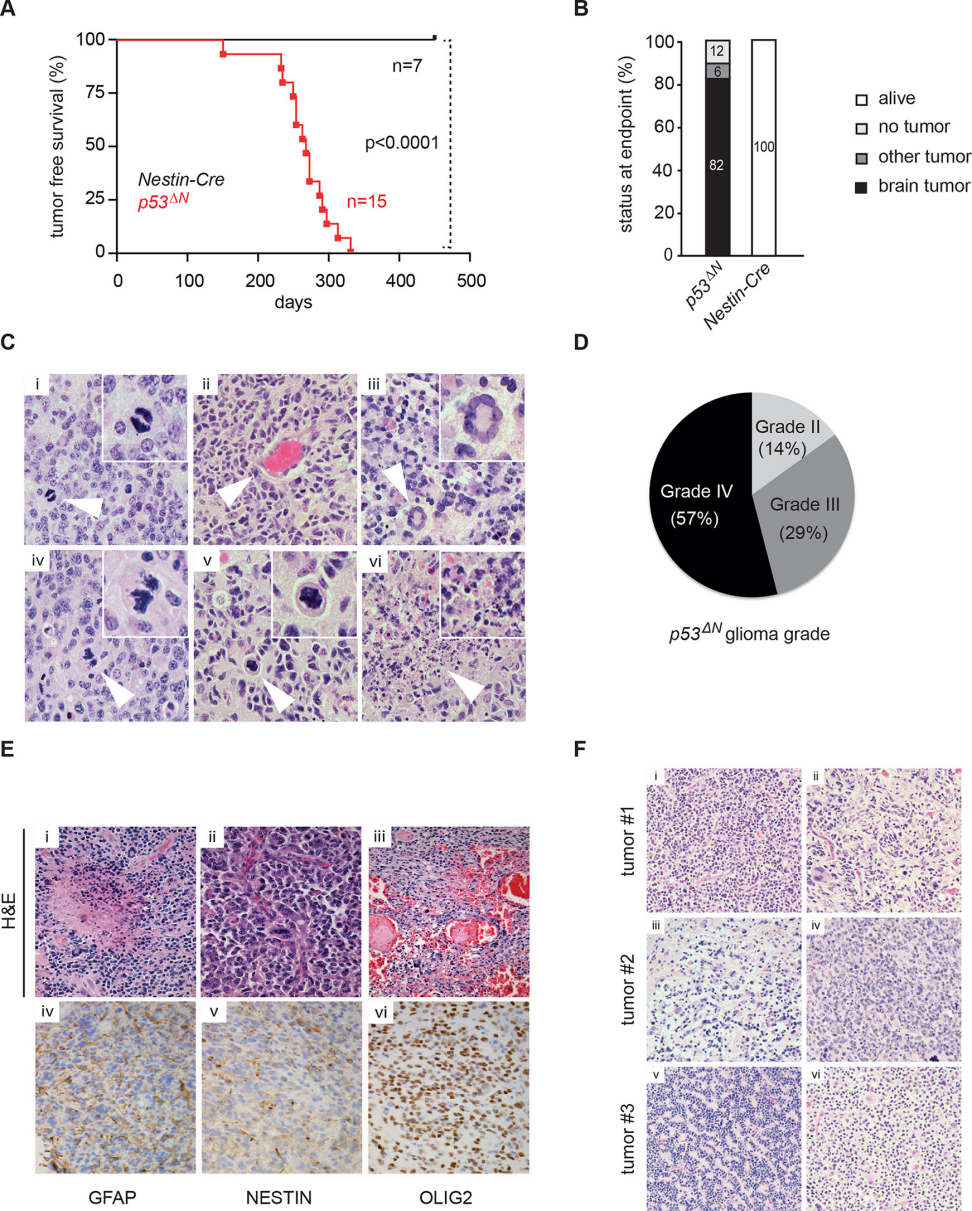
Loss of *Trp53* is sufficient to induce GBM with high penetrance. (**A**) Kaplan-Meier curves showing tumor-free survival in *p53^f/f^*; Nestin-Cre (*p53^ΔN^*) and control Nestin-Cre mice. (**B**) Status of mouse cohorts at 450 days, showing tumor incidence. (**C**) H&E-stained *p53^ΔN^* brain tumor sections showing histological features of malignant GBM. Arrowheads indicate (i) a mitotic cell, (ii) neo-vascularization, (iii) rosetta formation, (iv) mitotic catastrophe, (v) a multinucleated giant cell, and (vi) large areas of necrosis. (**D**) Grades of gliomas for *p53^ΔN^* mice. (**E**) Examples of human GBM hallmarks observed in *p53^ΔN^* tumors: pseudopalisading necrosis (i), microvascular proliferation with endothelial hyperplasia (ii), and endovascular thrombosis (iii) (all H&E). Immunohistochemistry shows expression of the glial markers GFAP (iv), NESTIN (v), and OLIG2 (vi) in *p53^ΔN^* tumors. (**F**) *p53^ΔN^* glioblastomas display high inter- and intra-tumoral heterogeneity. H&E images i-ii, iii-iv, and v-vi represent different regions of the same tumors #1, #2, and #3 respectively. GBM, Glioblastoma multiforme. **DOI:** http://dx.doi.org/10.7554/eLife.08711.003

**Figure 1—figure supplement 1.**
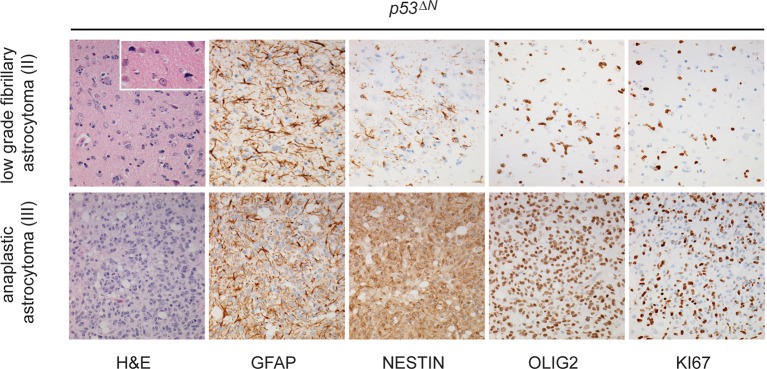
Histological features of lower grade tumors observed in *p53^ΔN^* animals. Hematoxylin and Eosin (H&E) and antibody-stained sections of *p53^ΔN^* brains showing representative examples of low-grade fibrillary astrocytoma (WHO Grade II) and anaplastic astrocytoma (WHO Grade III). Ki67 immunolabeling indicates progressively increased proliferation of atypical glial cells with increased tumor grade **DOI:** http://dx.doi.org/10.7554/eLife.08711.004

**Figure 1—figure supplement 2.**
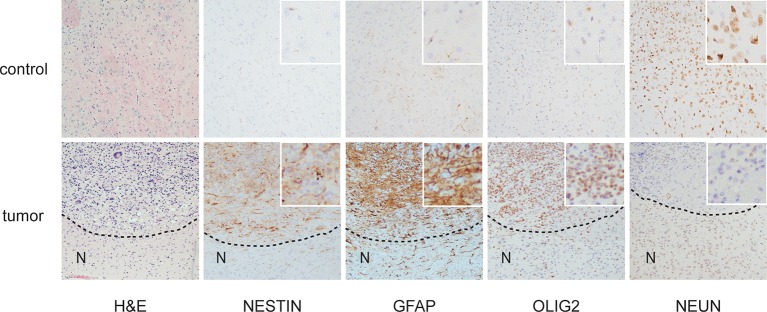
Histological features of glioblastomas observed in *p53^ΔN^* animals. H&E and immunohistochemical staining of sections from *p53^ΔN^* control brain tissue (top row) and gliomas (lower row). 'N' denotes the normal brain region adjacent to the tumor mass. **DOI:** http://dx.doi.org/10.7554/eLife.08711.005

**Figure 1—figure supplement 3.**
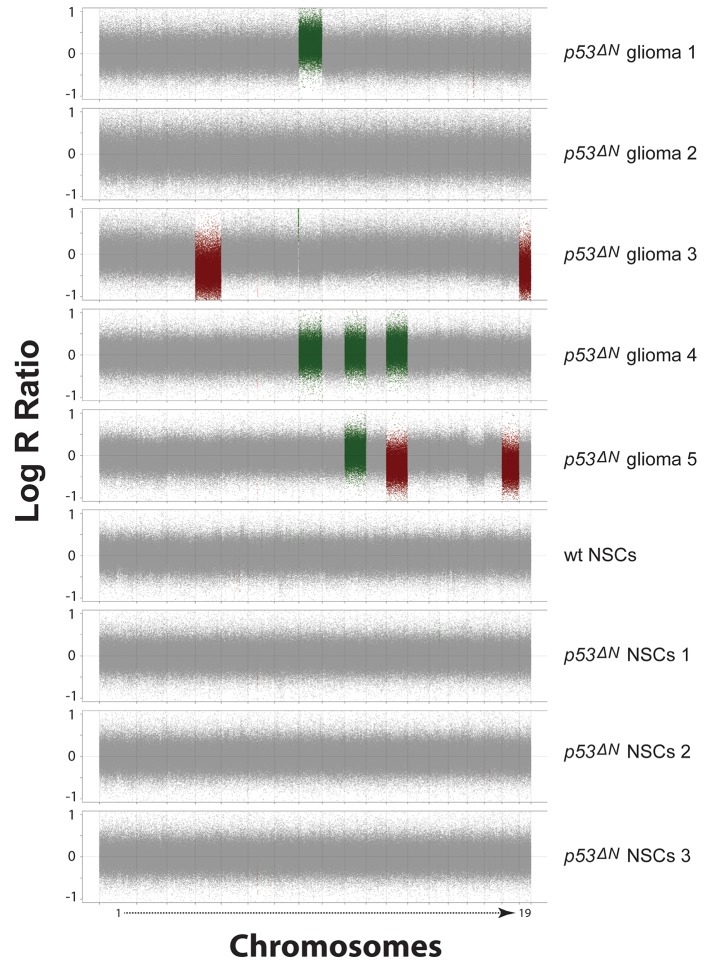
SNP array analysis on primary cells derived from GBM bearing *p53^ΔN^*, non-tumor bearing *p53^ΔN^ , *and wild-type (wt) animals. Chromosomal copy number variations are found in primary tumor cells derived from *p53^ΔN^* gliomas (Stupp et al., 2005; Wen and Kesari, 2008; Cancer Genome Atlas Research Network, 2008; Wen et al., 2006; Rich et al., 2004) but not in non-tumorous adult *p53^ΔN^* NSCs (Stupp et al., 2005; Wen and Kesari, 2008; Cancer Genome Atlas Research Network, 2008) or adult wt NSCs. Log R Ratio plots show copy number states for all mouse autosomes for tumor, wt, and *p53^ΔN^* cells. Grey points represent probes in a normal copy number state. Green and light green represents gain and amplification calls, respectively, while red and light red points represent hemi- and homozygous losses, respectively. NSC, Neural stem cell. **DOI:** http://dx.doi.org/10.7554/eLife.08711.006

**Figure 1—figure supplement 4.**
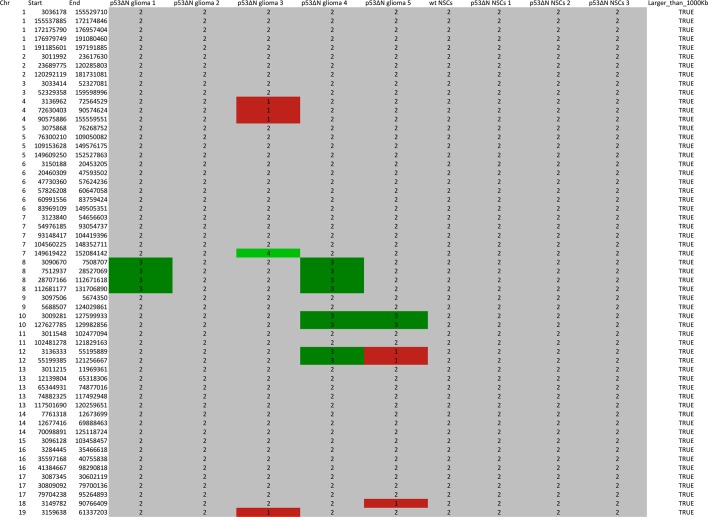
Table representing CGHcall output for SNP array analysis compressed to comparable regions between arrays in the series. Genomic position and corresponding CGHcall copy number state of samples (0 – homozygous loss, 1 – hemizygous loss, 2 – normal state, 3 – gain, 4 – amplification) are included in the table. **DOI:** http://dx.doi.org/10.7554/eLife.08711.007

### Loss of Atmin strongly suppresses GBM formation in the *p53^Δ^^N^* model

As an integral part of the response to genomic stress, activation of the DNA damage response pathway typically represents a barrier to tumorigenesis. Consistent with this, it has previously been shown that loss of the DNA damage kinase Atm accelerates tumorigenesis in a Pdgf-driven glioblastoma model (Squatrito et al., 2010). In addition, deletion of the Atm cofactor Atmin promotes B cell lymphomagenesis (Loizou et al., 2011). Whether loss of Atmin affects tumorigenesis in other cancer types is so far unknown. To investigate the potential role of Atmin in glioma formation, we crossed *Atmin^ΔN^* mice (Kanu et al., 2010) with *p53^ΔN^* mice. Strikingly, *Atmin^ΔN^*; *p53^ΔN^* mice showed significantly longer tumor-free survival than *p53^ΔN^*animals (p<0.0002) (Figure 2A). The largest proportion of *Atmin^ΔN^*; *p53^ΔN^*mice (43%) did not develop any signs of sickness and were still alive after 450 days; a further 36% succumbed either to non-tumor-related illness or, in one case, a pancreatic tumor (Figure 2B and Supplementary file 1). Only three animals out of a cohort of 14 *Atmin^ΔN^*; *p53^ΔN^*double mutants (21%) initiated glial tumors (Figure 2B), compared with 82% of *p53^ΔN^*mice over the same period. The three GBMs arising in *Atmin^ΔN^*; *p53^ΔN^*double-mutant mice arose later but were histologically similar to those observed in *p53^ΔN^* mice (Figure 2—figure supplement 1), and did not escape *Atmin* deletion, suggesting that the requirement for Atmin can eventually be overcome, but only in a small proportion of cases. Importantly, central nervous system deletion of *Atmin* alone (*Atmin^ΔN^*) did not affect brain morphology or histology (Kanu et al., 2010) and the mice remained tumor free (Figure 2A). Thus, *Atmin* deletion strongly suppresses GBM formation in *p53^ΔN^* animals.

**Figure 2.**
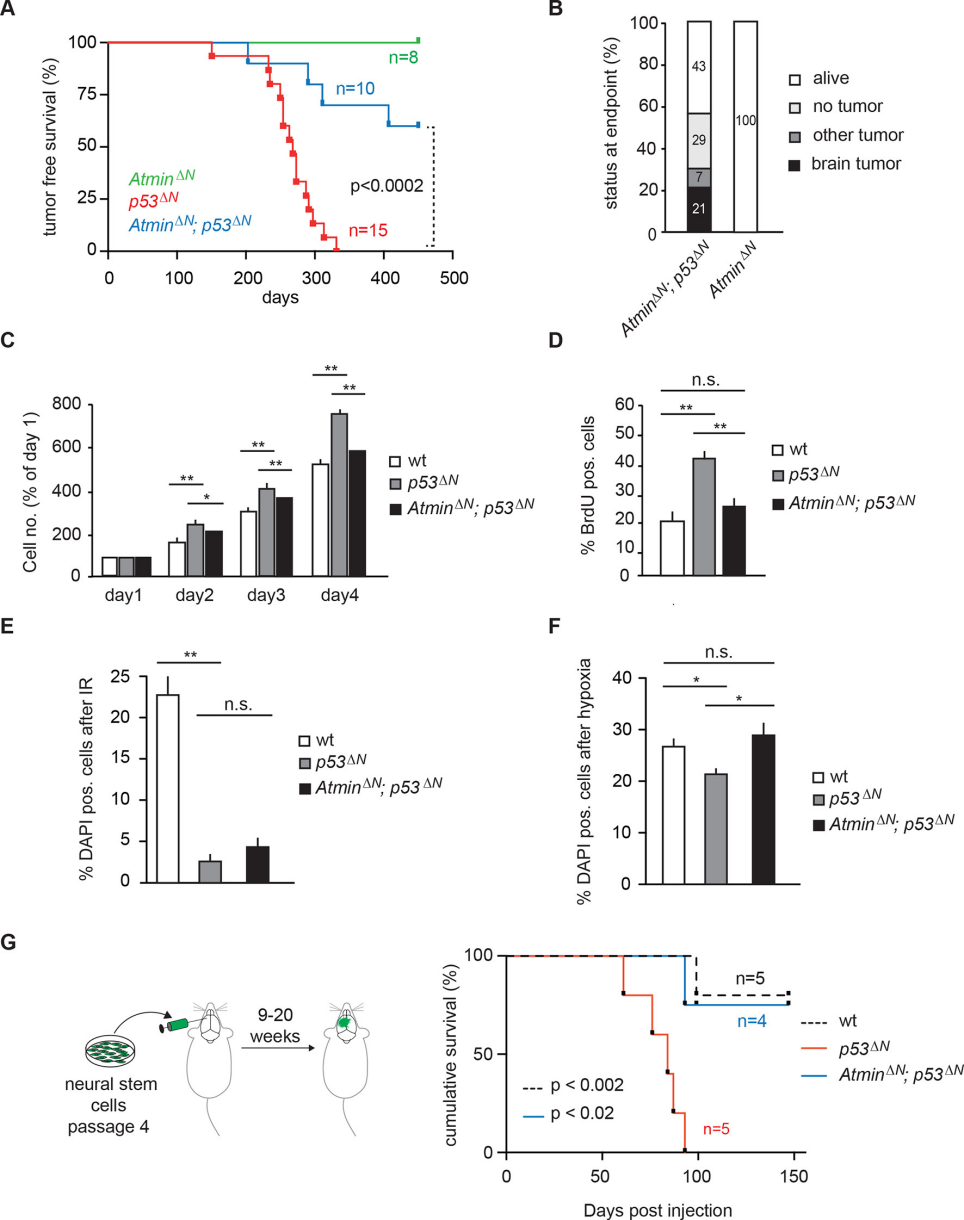
Loss of *Atmin* rescues GBM formation in *p53^ΔN^* brains. (**A**) Kaplan-Meier curves showing tumor-free survival in *Atmin^ΔN^* and *Atmin^ΔN^; p53^ΔN^* mice. *p53^ΔN^* curve from Figure 1A (same experiment) is shown for comparison. (**B**) Status of mouse cohorts at 450 days, showing tumor incidence. (**C**) Atmin loss rescues the increased proliferation of *p53^ΔN^* NSCs. (**D**) Mean percentage of BrdU-positive NSCs from the indicated genotypes, assessed by FACS following a 2-hr BrdU pulse. (**E**) Mean number of DAPI-permeable (non-viable) cells after IR or (**F**) hypoxia, showing sensitivity of *Atmin^ΔN^; p53^ΔN^* NSCs to hypoxia but not IR. n.s., not significant; * p<0.05, ** p<0.01. (**G**) Scheme of orthotopic NSC transplant experiment (left) and Kaplan-Meier curves indicating survival of NOD/SCID mice orthotopically transplanted with *p53^ΔN^* and *Atmin^ΔN^; p53^ΔN^* NSCs (right). Error bars represent the SEM of three biological repeats, and two biological repeats for (**E**). IR, Ionizing radiation; NSC, Neural stem cell. **DOI:** http://dx.doi.org/10.7554/eLife.08711.008

**Figure 2—figure supplement 1.**
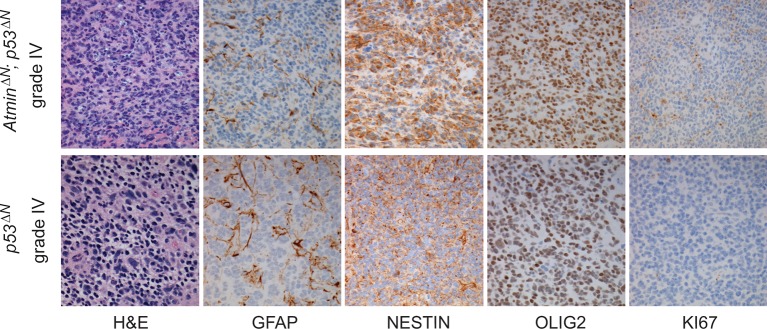
Histological features of glioblastomas observed in *p53^ΔN^* and *Atmin^ΔN^; p53^ΔN^* animals. H&E and immunohistochemical staining of sections from gliomas derived from *Atmin^ΔN^; p53^ΔN^* brains (top row) showing expression of Nestin and Olig2 in the tumor cells as well as scattered expression of Gfap, similar to Grade IV GBMs from *p53^ΔN^* animals (lower row). **DOI:** http://dx.doi.org/10.7554/eLife.08711.009

**Figure 2—figure supplement 2.**
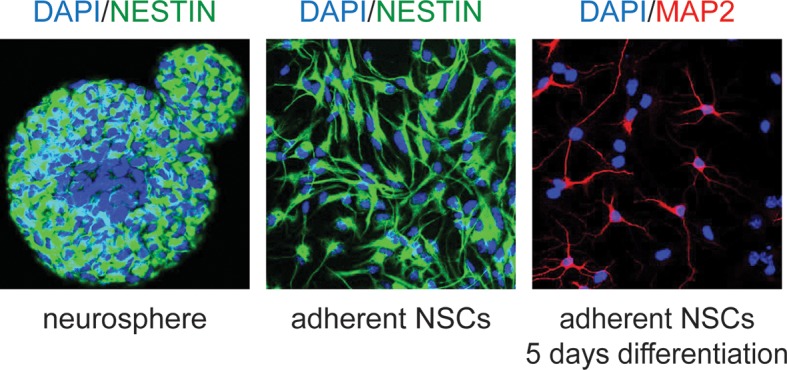
Examples of murine neural stem cells in culture. Neural stem cells (NSCs) were isolated according to published protocols and cultured first as neurospheres (left), then maintained in adherent culture (center). They maintain the ability to differentiate, as shown by Map2 staining after 5 days (right). **DOI:** http://dx.doi.org/10.7554/eLife.08711.010

**Figure 2—figure supplement 3.**
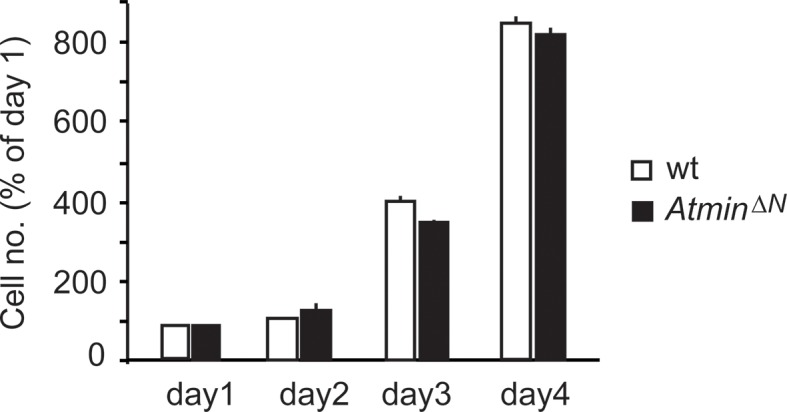
*Atmin^ΔN^* NSCs proliferate at a similar rate as wild-type NSCs. Error bars represent the SEM of two biological repeats. NSC, Neural stem cell. **DOI:** http://dx.doi.org/10.7554/eLife.08711.011

**Figure 2—figure supplement 4.**
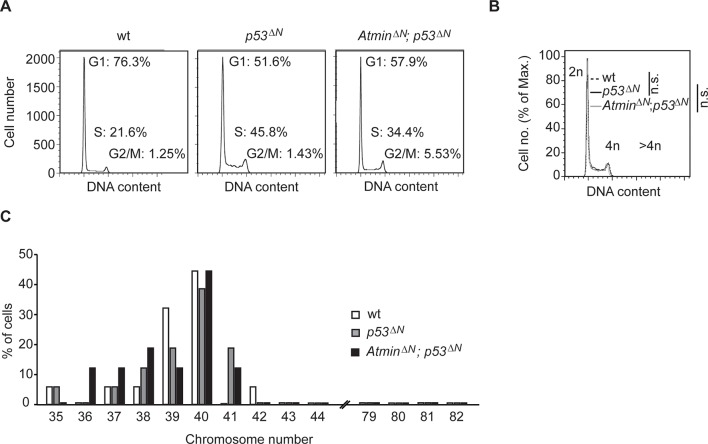
Gross genome stability is unaffected in *Atmin/Trp53* double mutant NSCs. (**A**) Percentages of cells in G1, S and G2/M cell cycle phases, as measured by FACS. (**B**) *Atmin^ΔN^; p53^ΔN^*and *p53^ΔN^* NSCs have similar proportions of cells with >4n DNA content as wild-type NSCs, as judged by FACS of propidium iodide (PI)-stained cells. Representative images of two biological repeats per genotype are shown for (**A**) and (**B**). (**C**) Metaphase spread analysis of chromosome number from NSCs of the indicated genotypes. At least 15 cells were analyzed for each indicated genotype. NSC, Neural stem cell. **DOI:** http://dx.doi.org/10.7554/eLife.08711.012

**Figure 2—figure supplement 5.**
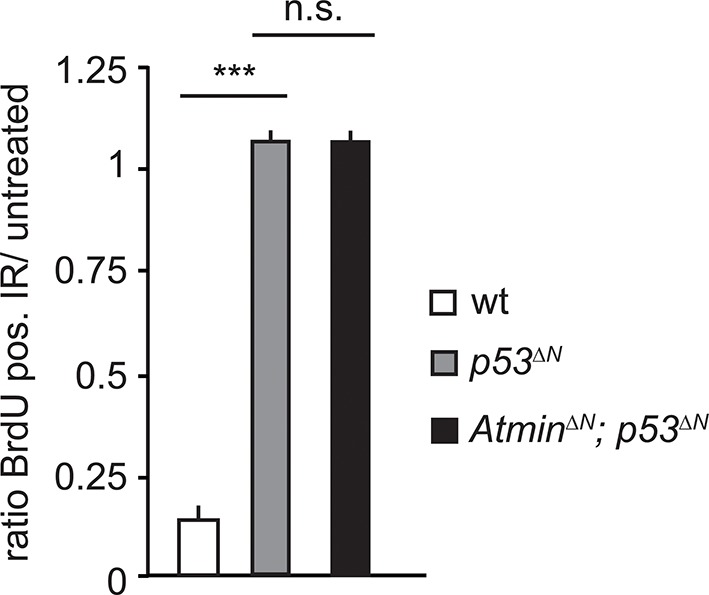
Radiation-induced arrest is similarly impaired in *Trp53*-mutant and *Atmin/Trp53* double mutant NSCs. Mean average ratio of BrdU-positive IR-treated NSCs relative to untreated NSCs, showing similar impaired arrest in *Atmin^ΔN^; p53^ΔN^*and *p53^ΔN^* NSCs. Error bars represent the SEM of two biological repeats. IR, Ionizing radiation; NSC, Neural stem cell. **DOI:** http://dx.doi.org/10.7554/eLife.08711.013

**Figure 2—figure supplement 6.**
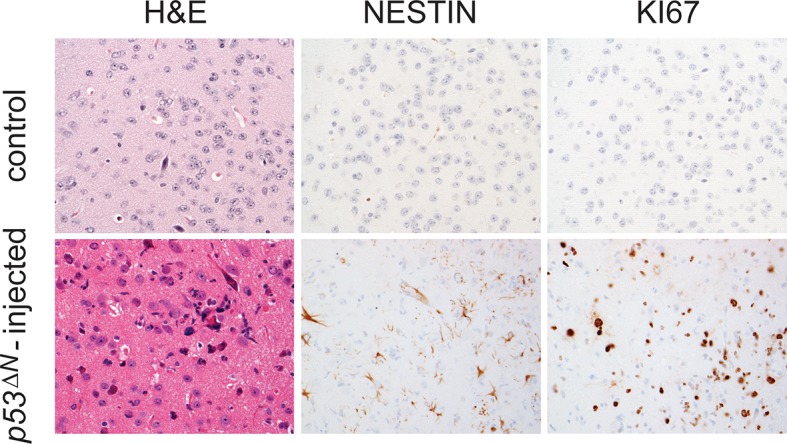
Tumors arising from orthotopic injection of NSCs are Nestin and Ki67-positive. Adjacent sections from a representative tumor arising from injected *p53^ΔN^* NSCs stained with Nestin and Ki67. Control, uninjected brain. NSC, Neural stem cell. **DOI:** http://dx.doi.org/10.7554/eLife.08711.014

**Figure 2—figure supplement 7.**
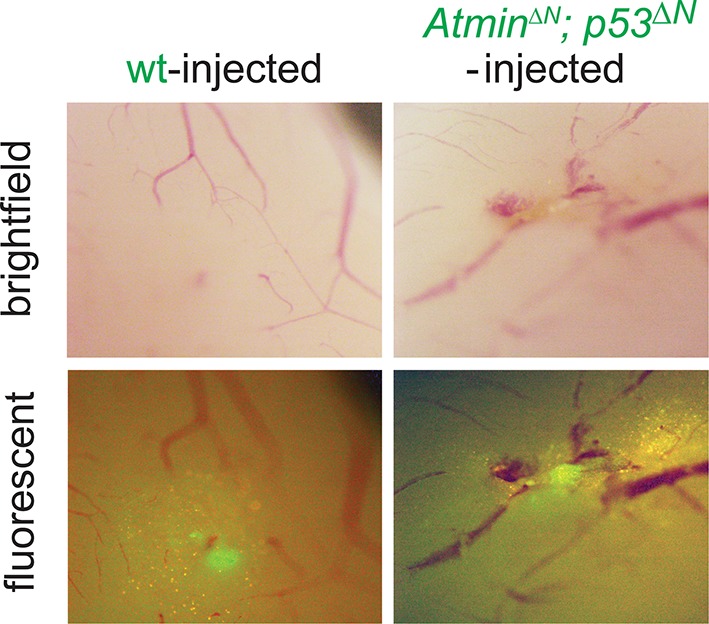
Asymptomatic *Atmin^ΔN^; p53^ΔN^*-injected animals show persistent GFP-positive cells. Bright field and fluorescent images of asymptomatic mouse brains 155 days after injection with wt or *Atmin^ΔN^; p53^ΔN^* NSCs, showing persistence of injected cells. NSC, Neural stem cell **DOI:** http://dx.doi.org/10.7554/eLife.08711.015

### Atmin loss rescues hyperproliferation and sensitivity to hypoxia in *p53^ΔN^*NSCs

Loss of Trp53 affects diverse fundamental cellular processes including proliferation, genome stability, cell cycle arrest, and apoptosis (Vousden and Lane, 2007). To understand the involvement of Atmin in the suppression of the *Trp53*-null phenotype, we isolated neural stem cells (NSCs) (Figure 2—figure supplement 2) from *p53^ΔN^*embryos and tested the effect of *Atmin* loss on these processes. *p53^ΔN^*NSCs proliferated more rapidly than wild-type (*wt*) controls. This proliferative advantage, however, was rescued in *Atmin^ΔN^*; *p53^ΔN^* NSCs (Figure 2C and D), indicating that Atmin is required for the hyperproliferation of Trp53-deficient NSCs. Loss of Atmin alone did not alter proliferation of NSCs (Figure 2—figure supplement 3). FACS profiling of *p53^ΔN^* and *Atmin^ΔN^*; *p53^ΔN^* NSCs revealed a decrease in the proportion of *Atmin^ΔN^*; *p53^ΔN^* cells in S phase compared with *p53^ΔN^* NSCs, in agreement with the reduced proliferation rate, but no change in cells with a >4n DNA content, and metaphase spreads at passage 10 revealed no obvious difference in ploidy (Figure 2—figure supplement 4). We analyzed cell cycle arrest and cell death in response to ionizing radiation (IR) by quantifying the percentage of BrdU-incorporating and DAPI-permeable NSCs respectively. As expected, *p53^ΔN^* NSCs arrested less efficiently than *wt* NSCs and cell death was reduced; but cell cycle arrest and cell death were not rescued in *Atmin^ΔN^*; *p53^ΔN^* NSCs (Figure 2E and Figure 2—figure supplement 5). In addition to IR-induced cell death, *p53^ΔN^* NSCs were more resilient to hypoxia-induced death, consistent with previous studies (Liu et al., 2007; Graeber et al., 1996). *Atmin* deletion in these cells re-sensitized them to hypoxia, to similar levels as *wt* NSCs (Figure 2F). Thus, loss of Atmin is able to rescue some of the phenotypes of Trp53 loss, such as hyperproliferation and hypoxia induced death, but not others, such as IR-induced cell cycle arrest and cell death.

### Loss of Atmin impairs the tumorigenicity of neural stem cells in orthotopic transplants

As increased proliferation and hypoxia resistance are attributes commonly found in tumor initiating cells of solid tumors, including glioma (Graeber et al., 1996; Gilbertson and Rich, 2007), we evaluated the tumorigenic potential of *p53^ΔN^* and *Atmin^ΔN^*; *p53^ΔN^* NSCs in vivo. We performed intracranial injections of NSCs isolated from *wt*, *p53^ΔN^*, and *Atmin^ΔN^*; *p53^ΔN^*embryos (Figure 2G). Five out of five animals injected with *p53*^ΔN^ NSCs died within 93 days post-injection, while four out of five wt and three out of four *p53^ΔN^*; *Atmin^ΔN^*NSC-injected animals were still alive even at 155 days, the endpoint of the experiment (Figure 2G). Histologically, injected cells appeared as atypical glial cells expressing Nestin and Ki67, diffusely infiltrating the host brain (Figure 2—figure supplement 6), similar to previous observations with human GBM xenografts (Stricker et al., 2013). Fluorescent imaging of asymptomatic mice at the experimental endpoint readily detected injected *Atmin^ΔN^*; *p53^ΔN^* and *wt* NSCs (Figure 2—figure supplement 7), suggesting that these cells survived in the host brain, but did not induce lethality. Thus, genetic inactivation of *Atmin* greatly impairs the tumorigenic potential of *p53^ΔN^*cells.

### Atmin loss normalizes expression of the proto- oncogene *Pdgfra* in *p53^ΔN^* NSCs

To understand the molecular basis of the observed attenuation of tumorigenic potential, we performed gene expression profiling on *wt*, *p53^ΔN^*, and *Atmin^ΔN^*; *p53^ΔN^*embryonic NSCs. 

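*Atmin*, which encodes the cofactor of the kinase Atm, had a mean normalized value of 9.40 ± 0.090 (mean ± SD of 2 arrays) in *wt* NSCs and 9.50 ± 0.088 in *p53 ΔN* NSCs. It lay at 8.72 ± 0.012 in *Atmin ΔN* and 8.74 ± 0.097 in *Atmin ΔN; p53 ΔN* NSCs, a log2 difference from *wt* of -0.68 and -0.66. Another detected *Atmin* probe differed by -0.66 and -0.46. The positions of these probes relative to the deleted exons were not analysed here, and the array holds no probe that was paired with *Trp53* itself.

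The NSCs came from E13.5 embryos and were grown with EGF and FGF-basic at 20 ng/ml each. RNA of 3 independent lines per genotype was pooled, and each of the 4 pools, *Atmin ΔN* included, was hybridized to 2 arrays of the same Illumina BeadChip. The data therefore hold 1 RNA pool per genotype, and the spread between its arrays is technical. Differences between lines of the same genotype cannot be estimated from these arrays. Median probe signal was 216 and 180 on the *wt* arrays, 171 and 149 for *p53 ΔN*, 145 and 127 for *Atmin ΔN*, and 168 and 150 for *Atmin ΔN; p53 ΔN*. Of 25697 probes, 12666 and 12812 had a detection p under 0.05 in *wt*, 12145 and 12063 in *p53 ΔN*, 11345 and 11358 in *Atmin ΔN*, and 12035 and 12117 in *Atmin ΔN; p53 ΔN*. A single gene symbol could be paired with 23978 probes, which stand for 16593 genes, and 1719 probes had none.

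The values compared are those the authors deposited after the variance-stabilizing transform and quantile normalization, and genotypes are compared as log2 differences between the means of their 2 arrays. On this scale the value changes by 0.58 per doubling of signal among dim probes and by 1.03 among bright probes. Folds of dim genes are therefore smaller here than on a plain log2 scale.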

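*Cdkn2b*, which encodes an inhibitor of the cyclin-dependent kinases that start the cell cycle, was lower in *p53 ΔN* than in *wt* NSCs by a log2 difference of -1.46 (technical SE 0.034). *Dcxr*, a carbonyl reductase of sugar metabolism, differed by -1.55, and *Ak1*, an adenylate kinase, by -1.25. *Ephx1*, which encodes a detoxifying epoxide hydrolase, differed by -1.22. Among the transcripts that were higher in *p53 ΔN* NSCs, *Fxyd6*, a regulator of the sodium pump, differed by 1.93 (technical SE 0.054). *Cdkn2a*, which encodes the tumor suppressors Ink4a and Arf, differed by 1.28 (technical SE 0.043).

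*Nav1*, a neuron navigator gene, was higher by 0.90, and *Adat2*, a tRNA deaminase, by 1.13. For some genes the probes of the array differed from each other. *Mak16*, a ribosome biogenesis gene, had the highest difference of any named gene at 2.67, whereas its other detected probe gave -0.31. The RNA-binding protein gene *Hnrnpa2b1* gave -1.67 and -0.14, and *Dpysl4*, a regulator of axon growth, gave 1.00 and 0.12. Of the 249 probes past 1.5-fold, 118 had another probe of their gene detected in *p53 ΔN* or *wt*. For 67 of these (56.8%) at least 1 such probe was under 1.2-fold or opposite in direction. For 44 another such probe passed 1.5-fold in the same direction, and a probe can fall in both counts. Some of the other probes are dim, where folds are smaller on this scale.

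Groups of genes had small median differences. Genes of S phase had a median log2 difference of -0.05 over 19 genes, of which 0 passed 1.5-fold, and percentile 3.53 is within the central 95% of 10000 random lists of matched size and expression. The 16 genes of G2 and M phase had a median of -0.05 (percentile 1.80). Among them *Cdk1*, the kinase that drives mitosis, gave -0.67 by its bright probe and 0.01 by a dim probe. The 14 genes of mitochondrial apoptosis had a median of -0.07 (percentile 1.39). The 8 imprinted genes had a median of 0.14 (percentile 99.18), with *Cdkn1c*, an inhibitor of cell proliferation, at 0.65 and *Mest*, an imprinted hydrolase gene, at -0.85. The 6 housekeeping genes had a median of 0.03 (percentile 52.5).

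In all, 164 probes, of 133 named genes, were lower and 85, of 70 named genes, were higher by more than 1.5-fold. In each of the 4 possible pairings of a *p53 ΔN* with a *wt* array, 136 and 60 of them passed this threshold. The upper and the lower part of the chip each carry 1 array per genotype. Within these parts, 183 and 178 probes were lower and 89 and 88 were higher. All 249 had an adjusted p under 0.05 in a limma fit over the 8 arrays, and all 249 still did with the part of the chip as a block. The 1.5-fold threshold lies far above the technical spread (SD 0.036 at the median probe), so the selection largely decides this outcome. That test compares RNA pools with technical spread alone, so it does not extend to other lines. The count rests on the scale: neqc, which subtracts background before the log2, gave 1037 lower and 747 higher.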

Compared with *wt* NSCs, 145 genes were downregulated more than 1.5-fold in *p53^ΔN^*, whereas 77 were overexpressed (Figure 3A). 

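*Cdkn1a*, the p53 target that encodes a cell cycle inhibitor, had a mean value of 12.36 ± 0.020 in *wt*, 8.23 ± 0.014 in *p53 ΔN* and 8.21 ± 0.062 in *Atmin ΔN; p53 ΔN* NSCs (mean ± SD of 2 arrays). It was thus lower than in *wt* by a log2 difference of -4.13 in *p53 ΔN* and -4.15 in *Atmin ΔN; p53 ΔN*, and the mutants did not differ beyond array spread (limma adjusted p 0.90). Both mutant values lie near the array median of 8.03, where the scale is compressed, so a difference between the mutants could be missed. Another probe detected in all 4 pools gave -3.02 and -3.04. *Bbc3* (Puma), which promotes apoptosis at the mitochondria, had differences of -0.62 in *p53 ΔN* and -0.63 in *Atmin ΔN; p53 ΔN*. Another detected *Bbc3* probe gave -0.01 and 0.00. No probe of the array was paired with *Bax* here.

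The cyclin gene *Ccng1* differed from *wt* by -2.95 in *p53 ΔN* and -2.98 in *Atmin ΔN; p53 ΔN*, and by -1.57 and -1.84 in *p53 ΔN* by its other probes. *Phlda3*, a repressor of Akt signaling, gave -1.91 and -1.93, and *Trp53inp1*, a cofactor of p53 in apoptosis and autophagy, gave -1.88 and -1.95 by its brightest probe and -0.88 and -0.98 by another. *Zmat3*, an RNA-binding p53 target, gave -1.13 and -1.21. The DNA repair endonuclease gene *Ercc5* gave -0.95 and -1.13, with -0.21 in *p53 ΔN* by another probe, and the thiamine transporter gene *Slc19a2* gave -0.93 and -1.03. *Mdm2*, which encodes the ubiquitin ligase of p53, gave -0.63 and -0.53. *Gadd45a*, a stress-response gene, was the sole measured target that differed by more than 1.5-fold between the mutants, with -0.63 in *p53 ΔN* and 0.33 in *Atmin ΔN; p53 ΔN*. The DNA damage sensor *Ddb2* gave 0.03 in *p53 ΔN* and 0.00 in *Atmin ΔN; p53 ΔN*.

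Across the 31 measured genes of a p53 target list written before the data were examined, 10 were lower by more than 1.5-fold in *p53 ΔN*, 10 in *Atmin ΔN; p53 ΔN* and 8 in both, and 0 were higher in *p53 ΔN*. The median log2 difference was -0.26 in *p53 ΔN* and -0.24 in *Atmin ΔN; p53 ΔN*, each at percentile 0.00 of the matched random lists. Between *Atmin ΔN; p53 ΔN* and *p53 ΔN* the median was -0.01 (percentile 26.5). In *Atmin ΔN* NSCs the median was -0.16 (percentile 0.01), and single targets went both ways. *Cdkn1a* gave -0.68 by its brightest probe, and -0.30 and 0.16 by the others. *Ccng1* gave -0.73, with -0.46 and -0.13 by the others, whereas *Phlda3* gave 0.40 and *Bbc3* 0.23.

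A limma fit to the 4 pool means with *Trp53* and *Atmin* as additive terms gave 0 probes with an adjusted p under 0.05 for *Trp53*, and 1427 with an unadjusted p under 0.05. With no effect at all, a share of 0.05 of the probes would fall there, and 1427 is little above that share. With a trended and robust prior 93 passed the adjusted threshold, 27 higher and 66 lower. With adjustment over the target list alone, 9 of its genes passed, each lower without *Trp53*. With 1 residual degree of freedom, such a fit found 60.0% of simulated genes that differed by a log2 of 1. The simulated difference was equal in both *Atmin* backgrounds, and its noise followed the moderated spread of the fit. Real genes may therefore be found less often, and 0 calls do not show that few genes differ.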

Many of the canonical Trp53 target genes, such as *Bax, Puma*, and *Cdkn1a*, were downregulated to a similar extent in *Atmin^ΔN^; p53^ΔN^* compared with *p53^ΔN^*NSCs. However, 27% of genes deregulated in *p53^ΔN^*NSCs returned to *wt* expression levels when Atmin was also deleted (36/145 of the decreased, and 24/77 of the increased genes; examples in Figure 3B). 

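*Map3k1* (Mekk1), a kinase upstream of JNK signaling, was higher in *p53 ΔN* than in *wt* NSCs by a log2 difference of 0.63, and differed from *wt* by 0.02 in *Atmin ΔN; p53 ΔN* NSCs. *Igf2bp3*, an RNA-binding protein gene expressed in many tumors, gave 0.74 and 0.21 by its brightest probe, and 0.45 and 0.00 by another. *Cpne8*, which encodes a calcium-dependent membrane-binding protein, gave -0.79 in *p53 ΔN* and 0.34 in *Atmin ΔN; p53 ΔN*, and -0.34 and 0.48 by another detected probe. *Eef2*, the translation elongation factor, gave -1.38 and -0.16, and its 3 probes lay between -1.33 and -1.44 in *p53 ΔN*. *Phgdh*, which starts serine synthesis, gave -1.05 and -0.08.

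*Ramp1*, a receptor-modifying protein gene, differed from *wt* by 0.87 in *p53 ΔN* and -0.18 in *Atmin ΔN; p53 ΔN*, and the phosphatase gene *Dusp7* by 0.72 and -0.26. *Lgals3*, a galectin, gave 0.83 and 0.17. The matricellular gene *Smoc1* gave 1.23 and 0.58, which lies under the 1.5-fold threshold in *Atmin ΔN; p53 ΔN* by little. *Tpmt*, a methyltransferase gene, gave -1.42 and -0.49, and the splicing factor gene *Hnrnpa1* -1.27 and -0.48. The other *Hnrnpa1* probe gave -0.05 in *p53 ΔN*. Genes that stayed apart from *wt* include *Fxyd6* at 2.17, *Cdkn2a* at 1.69, *Cdkn2b* at -1.21 and *Nlrx1*, a mitochondrial regulator of innate immunity, at -1.62 in *Atmin ΔN; p53 ΔN*. Other detected *Nlrx1* probes gave -0.75 and -0.28. In the *Atmin ΔN* pool *Igf2bp3* differed from *wt* by -0.52, *Eef2* by -0.51 and *Cpne8* by 0.96.

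Of the 249 probes past 1.5-fold in *p53 ΔN*, 171 (68.7%, 95% Wilson interval of the count 62.7 to 74.1) lay within 1.5-fold of *wt* in *Atmin ΔN; p53 ΔN*. These were 111 of the 164 lower and 60 of the 85 higher probes. The share was 25.7% when a probe had to lie within 1.2-fold of *wt*. It was 49.4% when the probe had to be more than halfway back, and 27.7% (69 probes) when it had to differ from *p53 ΔN* by more than 1.5-fold in that direction. Both the 1.5-fold rules together gave 24.9%. With genes selected on 1 array of each pool and measured on the other, the shares were 70.2% and 71.8%, against the 68.7% found when the same arrays do both. On those measuring arrays 77.9% and 79.7% of the selected probes were still past 1.5-fold in *p53 ΔN* itself, so the others would count as returned without any change.

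The same computation from the other single mutant began with 456 probes higher and 416 lower in *Atmin ΔN* than in *wt* NSCs. Of these 872 probes, 810 (92.9%, 91.0 to 94.4) lay within 1.5-fold of *wt* in *Atmin ΔN; p53 ΔN*. Directly compared, 80 probes were higher and 72 lower in *Atmin ΔN; p53 ΔN* than in *p53 ΔN*. With neqc these counts were 1922 higher and 2034 lower in *Atmin ΔN*, where the balance turned, and 652 higher and 568 lower between *Atmin ΔN; p53 ΔN* and *p53 ΔN*. *Ifitm3*, an interferon-induced membrane protein gene, was higher by 1.51. The X-inactivation transcript *Xist* differed by -2.47, a fall of at least 5.03-fold because it was not detected in *Atmin ΔN; p53 ΔN*.

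**Figure D1:**
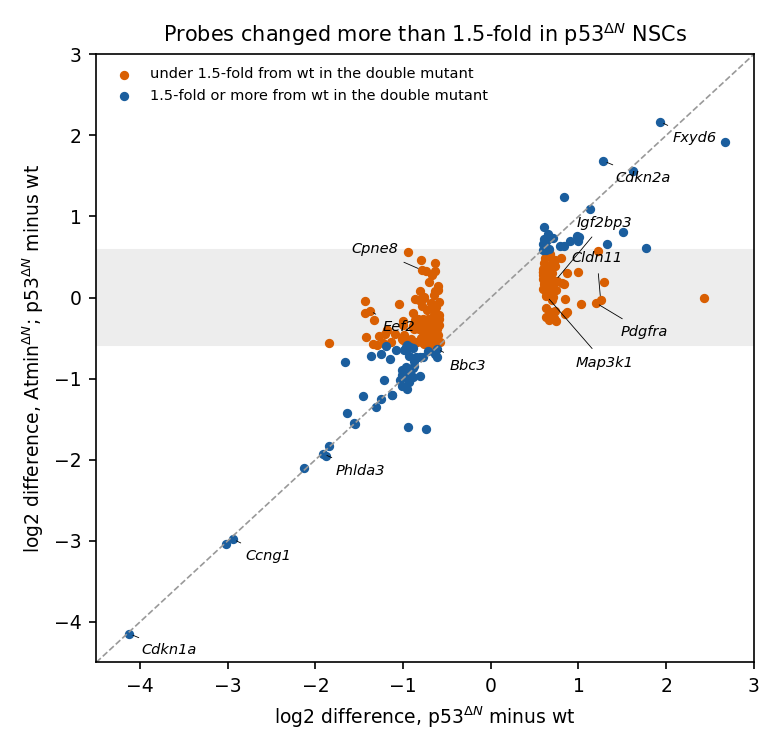
Probes that differed by more than 1.5-fold between *p53 ΔN* and *wt* NSCs. Each point is a probe, placed by its log2 difference from *wt* in *p53 ΔN* (horizontal) and in *Atmin ΔN; p53 ΔN* (vertical), each from the means of 2 technical arrays of 1 RNA pool. Orange points lie less than 1.5-fold from *wt* in *Atmin ΔN; p53 ΔN*, within the grey band, and blue points lie further away. On the dashed line the mutants are equal, as for *Cdkn1a* and *Ccng1*, whereas *Pdgfra*, *Cldn11*, *Map3k1* and *Eef2* lie near zero on the vertical axis.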

When this subset of genes ‘rescued’ in double mutant NSCs was queried against the Cancer Genome Atlas (TCGA) database, in several cases abnormal levels of these transcripts were found to be associated with human GBM (Cancer Genome Atlas Research Network, 2008; Suvasini et al., 2011). Particularly notable among this list was the platelet-derived growth factor receptor alpha (Pdgfra) (Figure 3C). 

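*Pdgfra*, the receptor that drives proliferation of oligodendrocyte precursors, had a mean value of 8.21 ± 0.015 in *wt*, 9.41 ± 0.002 in *p53 ΔN* and 8.15 ± 0.003 in *Atmin ΔN; p53 ΔN* NSCs (mean ± SD of 2 arrays). It was higher in *p53 ΔN* than in *wt* by a log2 difference of 1.20, which is 2.29-fold, and lower in *Atmin ΔN; p53 ΔN* than in *p53 ΔN* by a difference of -1.26. Both exceed the spread between arrays (technical SE 0.027, limma adjusted p 1.3e-07 and 2.3e-07), whereas *Atmin ΔN; p53 ΔN* and *wt* differed by -0.06 (limma adjusted p 0.25). These 2 values lie near the array median of 8.03, where the scale is compressed, so a difference between them could be missed. *Cldn11*, the tight junction gene of myelin, followed the same course as *Pdgfra*, at 1.25 in *p53 ΔN* and -0.03 in *Atmin ΔN; p53 ΔN*. *Cntn1*, a cell adhesion gene of oligodendrocyte lineage cells and neurons, gave 0.85 and -0.20.

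In *wt* the *Pdgfra* signal was dim, with a mean of 271 against 701 in *p53 ΔN*, 185 in *Atmin ΔN; p53 ΔN* and 137 in *Atmin ΔN*, where it was not detected. After background subtraction by neqc the log2 differences were 2.85 between *p53 ΔN* and *wt* and -3.20 between *Atmin ΔN; p53 ΔN* and *p53 ΔN*. With *Trp53* and *Atmin* as additive terms over the 4 pool means, *Atmin* deletion gave -0.71 for *Pdgfra* (limma unadjusted p 0.178, adjusted p 0.991). That fit takes the effect of *Atmin* deletion as equal with and without *Trp53*. For a gene raised in *p53 ΔN* alone, as *Pdgfra* is here, the departure from this enters the error of the fit. These p-values therefore cannot decide whether *Pdgfra* is lower after *Atmin* deletion in cells without *Trp53*. An effect in cells with *Trp53* cannot be judged, because *wt* lies near background and *Atmin ΔN* below it.

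Other markers of oligodendrocyte precursors differed by less than 1.5-fold. The transcription factor *Sox8* gave 0.39 in *p53 ΔN* and 0.14 in *Atmin ΔN; p53 ΔN*, and the NG2 gene *Cspg4* 0.25 and -0.12. The transcription factor *Nkx2-2* gave 0.25 and -0.03 by its brightest probe, and 0.12 in both by another. The proteoglycan gene *Bcan* gave 0.29 and -0.04 by its brightest probe and 0.00 and 0.03 by another. *Gpr17*, a receptor of maturing precursors, was not detected in *wt* and lay at least 1.27-fold above it in *p53 ΔN*. *Olig2*, the lineage transcription factor, gave -0.23 in both. Over the 9 measured genes the median was 0.25 in *p53 ΔN* (percentile 100.00 of the matched random lists), -0.04 in *Atmin ΔN; p53 ΔN* (7.40) and -0.17 in *Atmin ΔN* (1.97). Between *Atmin ΔN; p53 ΔN* and *p53 ΔN* it was -0.28 (0.00). The 7 genes of mature oligodendrocytes had a median of 0.12 in *p53 ΔN* (percentile 99.98) and -0.02 in *Atmin ΔN; p53 ΔN* (13.1). With neqc these medians were 0.79 (100.00) and -0.09 (15.5), so their size rests on the scale. Among the 7 genes *Mbp*, a major protein of myelin, was detected by its brightest probe in *p53 ΔN* alone, at least 1.37-fold above *wt*, and another probe gave 0.02.

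Among 17 receptor tyrosine kinases and PDGF ligands *Pdgfra* was the sole gene past 1.5-fold in *p53 ΔN*, and the median was 0.05 (percentile 96.2). In *Atmin ΔN; p53 ΔN* that median was -0.05 (0.27), although the VEGF receptor gene *Flt1* was higher by 0.72. The 12 markers of neural stem cells and radial glia had medians of 0.04 in *p53 ΔN* (86.3) and -0.11 between *Atmin ΔN; p53 ΔN* and *p53 ΔN* (0.05).

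The pools also differ in sex-linked transcripts. *Xist*, expressed from the inactive X chromosome, had values of 10.11 in *wt* and 10.39 in *p53 ΔN*, and was not detected in *Atmin ΔN* or *Atmin ΔN; p53 ΔN*. The Y-linked gene *Eif2s3y* was detected in *Atmin ΔN* (9.59) and *Atmin ΔN; p53 ΔN* (9.45) and not in *wt* or *p53 ΔN*. Sex of the pooled lines and *Atmin* genotype therefore cannot be told apart in this comparison. The median of the 4 sex-linked genes, 0.27 between *Atmin ΔN; p53 ΔN* and *p53 ΔN* (percentile 99.99), mixes genes that go opposite ways.

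On the deposited scale *Pdgfra* is thus among the transcripts that are higher in *p53 ΔN* NSCs and lie near *wt* in *Atmin ΔN; p53 ΔN* NSCs. From qRT-PCR, protein, re-expression and knockdown assays, which are not analysed here, the paper concludes that loss of Atmin function suffices to lower *Pdgfra* in *Trp53*-deficient cells.

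**Figure D2:**
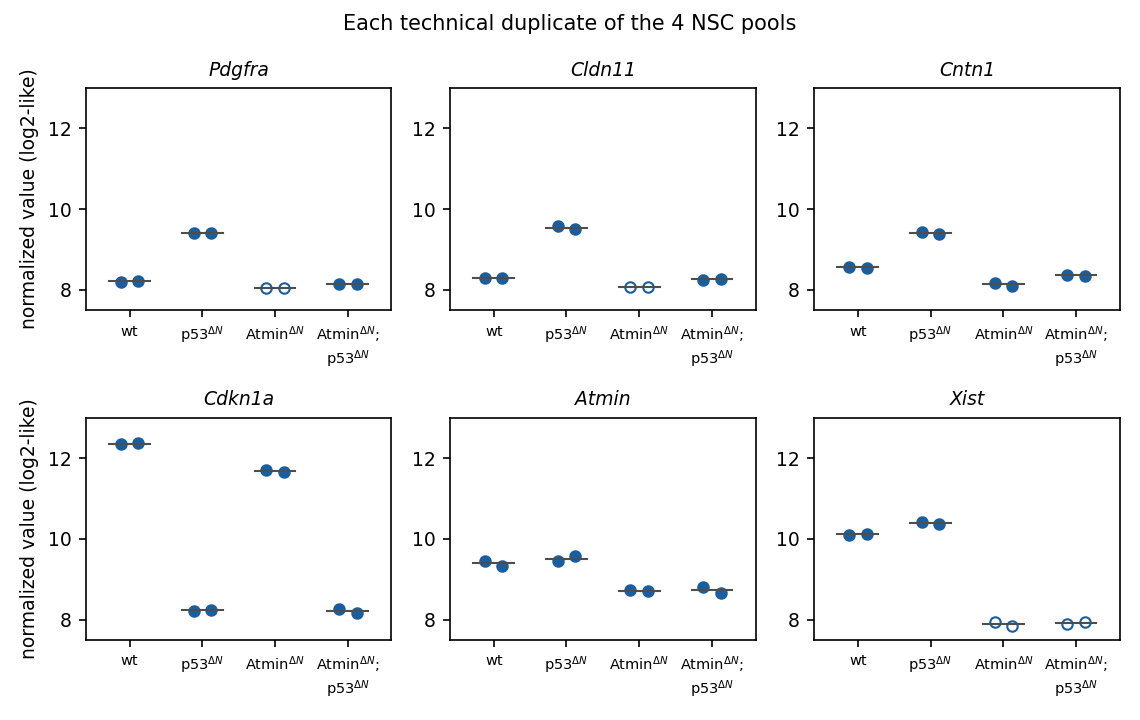
Normalized log2 values of 6 transcripts on each of the 8 arrays. Points are technical duplicates of 1 RNA pool per genotype, bars are their means, and open points mark pools in which the probe was not detected on both arrays. *Pdgfra*, *Cldn11* and *Cntn1* are highest in *p53 ΔN*, *Cdkn1a* is low in both pools without *Trp53*, *Atmin* is low in both pools without *Atmin*, and *Xist* is detected in *wt* and *p53 ΔN* alone.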

Elevated levels of *PDGFRA* have been observed in human gliomas of various malignancy grades (Engström et al., 2012), and increased PDGFR signaling has been shown to induce glioma-like growths in vivo (Jackson et al., 2006). Increased PDGFRA levels are also a characteristic hallmark of the proneural GBM subtype as classified in (Brennan et al., 2013; Verhaak et al., 2010). 

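*Sox2*, a transcription factor of neural stem cells that is also high in proneural tumors, differed between *p53 ΔN* and *wt* NSCs by a log2 of 0.23, and between *Atmin ΔN; p53 ΔN* and *wt* by -0.18. Another *Sox2* probe gave 0.01 in *p53 ΔN*. *Dcx*, a microtubule protein of migrating neuroblasts, gave 0.26 and 0.08. The transcription factors *Sox4* and *Tcf4* gave 0.01 and -0.08 in *p53 ΔN*. *Dll3*, *Dlx1* and *Dlx2*, further proneural genes, were not detected. Over the 10 measured genes of a short proneural list, *Pdgfra* and *Olig2* among them, the median was 0.04 in *p53 ΔN* (percentile 90.2 of the matched random lists) and -0.03 in *Atmin ΔN; p53 ΔN* (4.38).

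*Syt1*, a calcium sensor of synaptic vesicles and a gene of the neural subtype, gave 0.37 in *p53 ΔN* and -0.32 in *Atmin ΔN; p53 ΔN*. *Syn1*, which tethers those vesicles, gave 0.14 and 0.27. The 6 neural genes had a median of 0.08 in *p53 ΔN* (percentile 99.77), although 3 of them, *Nefl*, *Snap25* and *Slc12a5*, were not detected. Of the classical genes, *Egfr*, the receptor amplified in that subtype, gave 0.04 and the Hedgehog transducer *Smo* 0.23 by its brightest probe and -0.02 by another. *Notch3*, a receptor that maintains stem cells, gave -0.15. The 9 classical genes had a median of -0.04 (percentile 5.44). Among the mesenchymal genes the adhesion receptor *Cd44* gave 0.05 and the phagocytic receptor *Mertk* 0.10, and the 9 genes had a median of -0.00 (percentile 29.9).

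Markers of other brain cells were measured beside them. The 9 astrocyte genes had a median of -0.06 in *p53 ΔN* (percentile 0.97). The glutamate transporter *Slc1a3*, which belongs to the list of neural stem cells and radial glia, gave -0.29. The 13 neuronal genes had a median of 0.00 (37.0), and the 9 microglial genes, of which 0 were detected, -0.00 (30.8). The subtype centroids and the human tumor profiles were not used here, and the short lists written for the purpose do not stand in for them.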

Interestingly, we found that *p53^ΔN^*NSCs were associated most closely with the proneural subtype when comparing the microarray expression profile from the murine NSCs to that of publically available human GBM samples from TCGA (Verhaak et al., 2010) (Figure 3—figure supplement 1), which is in agreement with elevated *Pdgfra* mRNA as well as protein levels (Figure 3D). This increased protein expression was also apparent in high-grade GBMs from endstage *p53^ΔN^*animals (Figure 3E and Figure 3—figure supplement 2). Other growth factor receptors, like Egfr, and proteins commonly deregulated in glioma including Rb, Pten, Cyclin D2, Junc, and Cdk4 (Wang et al., 2009) remained unaltered in *p53^ΔN^*cells and tumors (Figure 3—figure supplements 2 and 3), as did the closely related Pdgf receptor *Pdgfrb* and the receptor ligands *Pdgfa* and *Pdgfb* (Figure 3—figure supplement 4).

**Figure 3.**
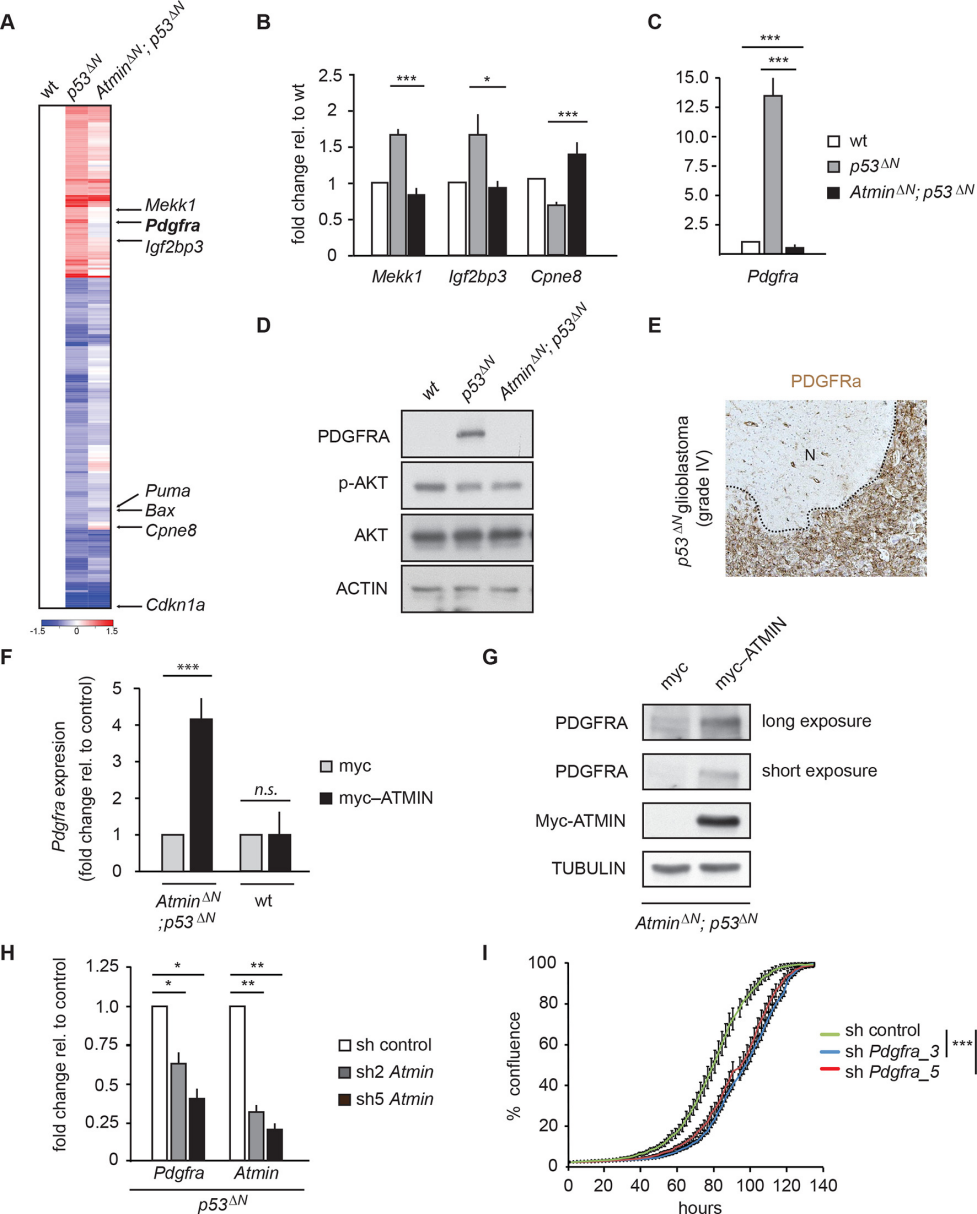
Atmin regulates *Pdgfra* expression in a mutant *Trp53* background. (**A**) Heatmap showing genes deregulated more than 1.5-fold in *Trp53* null NSCs and their corresponding expression in *Atmin^ΔN^; p53^ΔN^* double null NSCs. (**B**, **C**) qRT-PCR validation of GBM implicated genes that show deregulated expression in *p53^ΔN^* but not *Atmin^ΔN^; p53^ΔN^* NSCs. (**D**) Elevated Pdgfra protein expression in *p53^ΔN^* but not *Atmin^ΔN^; p53^ΔN^* NSCs. Corresponding p-Akt and total Akt levels were probed to analyze pathway activation. Actin was used as loading control. (**E**) Tumor section from a GBM arising from a *p53^ΔN^* animal showing elevated Pdgfra expression. 'N' denotes the normal brain region adjacent to the tumor mass. Dotted lines indicate tumor border. (**F**) Myc-Atmin overexpression increases expression of *Pdgfra* mRNA in *Atmin^ΔN^; p53^ΔN^* but not wt cells. (**G**) Myc-Atmin overexpression increases Pdgfra protein levels in *Atmin^ΔN^; p53^ΔN^* NSCs. Tubulin was used as loading control. (**H**) *Atmin* silencing using two independent shRNA constructs reduces *Pdgfra* expression, assessed by qRT-PCR. (**I**) Stable *Pdgfra* silencing using two independent shRNA constructs reduces primary tumor cell proliferation, measured using IncuCyte timelapse microscopy. Error bars represent the SEM of at least three biological repeats and two biological repeats in (**I**).* p<0.05, ** p<0.01, *** p<0.001. NSC, Neural stem cell **DOI:** http://dx.doi.org/10.7554/eLife.08711.016

**Figure 3—figure supplement 1.**
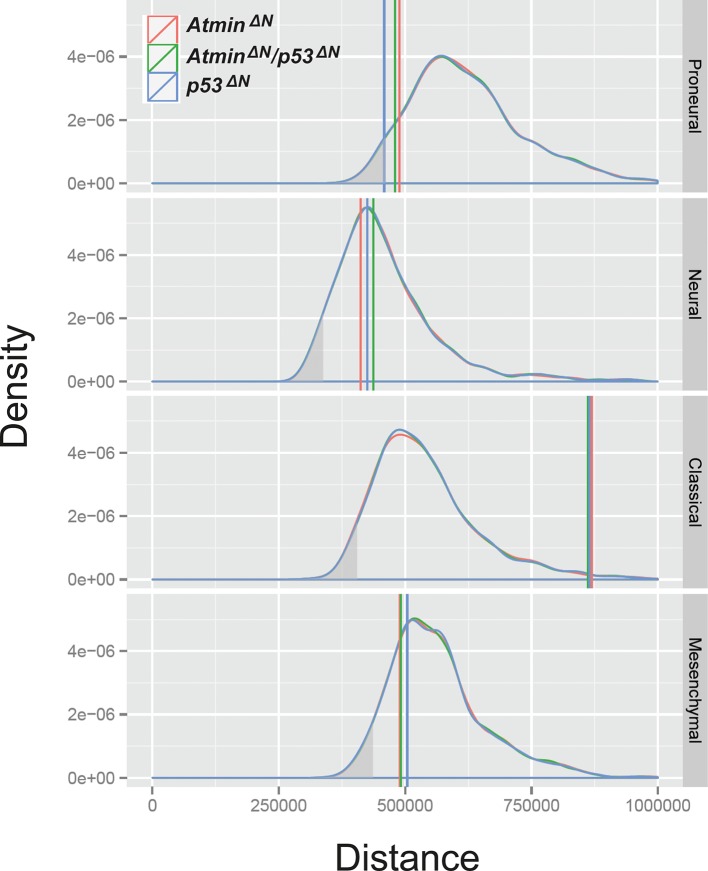
The transcriptional profile of *p53^ΔN^* NSCs is most closely related to the human proneural GBM subtype, relative to expected distances. Relative to expected distance away from the centroids, *p53^ΔN^*is closest to the proneural category (p=0.036, simulation test) and the *p53^ΔN^*:proneural pairing is the only one that is significant – the grey shading represents the lower 5% tail of the simulated distances. NSC, Neural stem cell **DOI:** http://dx.doi.org/10.7554/eLife.08711.017

**Figure 3—figure supplement 2.**
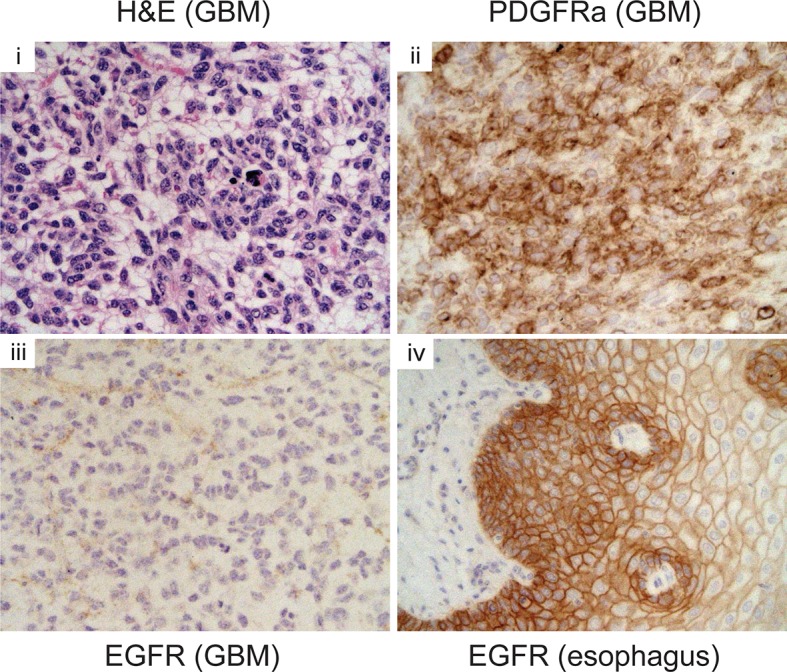
Pdgfra expression is elevated in *p53^ΔN^*tumors, but Egfr is not. Immunohistochemistry of GBM sections showing elevated Pdgfra, but not Egfr, expression in a *p53^ΔN^* tumor. Esophagus section is shown as positive control for Egfr staining. GBM, Glioblastoma multiforme **DOI:** http://dx.doi.org/10.7554/eLife.08711.018

**Figure 3—figure supplement 3.**
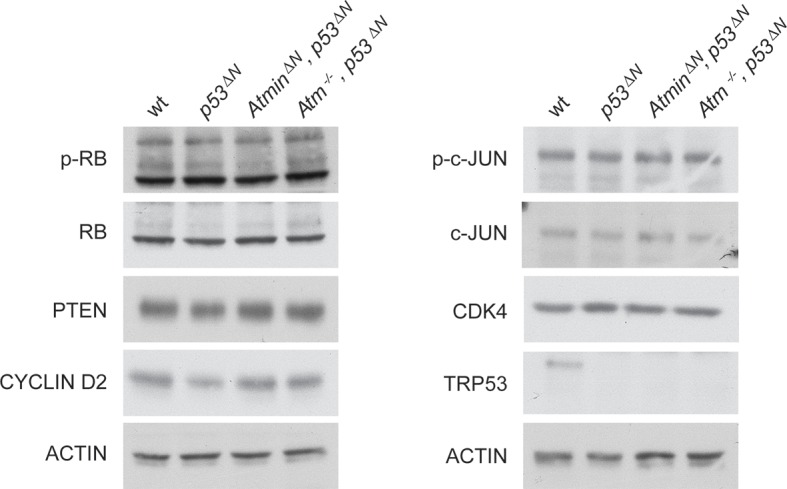
Some markers frequently altered in GBM are unaltered in *p53^ΔN^* NSCs. Western blots of NSCs of the indicated genotypes showing levels of proteins commonly altered in glioma but unaffected by Atmin/Atm deletion. GBM, Glioblastoma multiforme; NSC, Neural stem cell **DOI:** http://dx.doi.org/10.7554/eLife.08711.019

**Figure 3—figure supplement 4.**
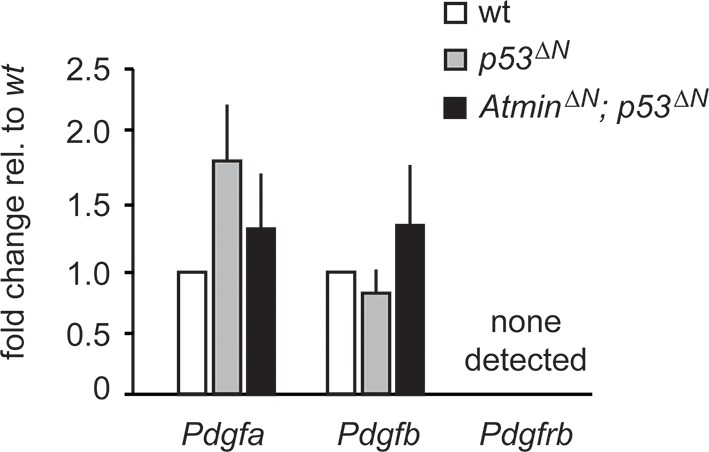
Pdgf ligand expression is not significantly altered in *p53^ΔN^* NSCs. q-PCR showing similar expression levels of the Pdgfr ligands *Pdgfa* and *Pdgfb* in *p53^ΔN^* and *Atmin^ΔN^; p53^ΔN^* cells. *Pdgfrb* was not detected. Error bars represent the SEM of at least three biological repeats. NSC, Neural stem cell. **DOI:** http://dx.doi.org/10.7554/eLife.08711.020

**Figure 3—figure supplement 5.**
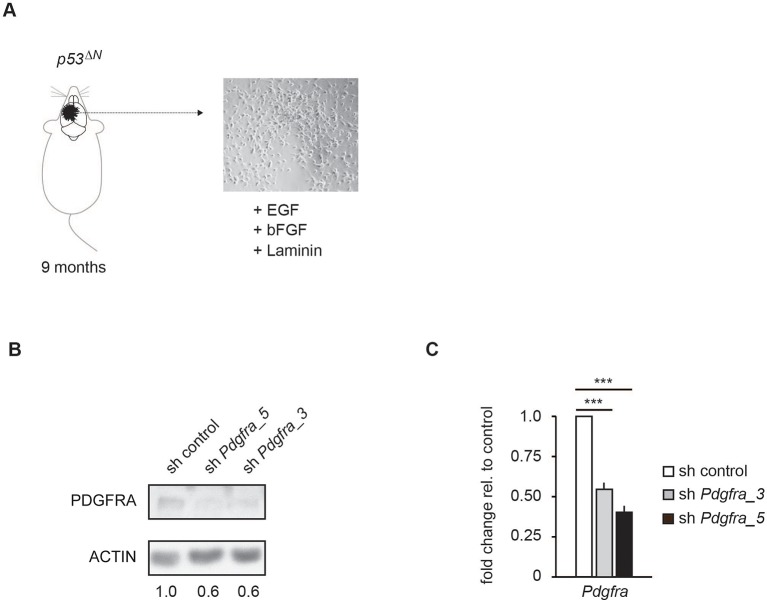
Two independent shRNAs cause *Pdgfra* knockdown. (**A**) Isolation and culture of *p53^ΔN^* primary tumor cells from affected mice. (**B–C**) Western blot (**B**) and qPCR (**C**) showing knockdown of *Pdgfra* using two independent shRNA constructs. Error bars represent the SEM of at least two biological repeats. *** p<0.001 **DOI:** http://dx.doi.org/10.7554/eLife.08711.021

**Figure 3—figure supplement 6.**
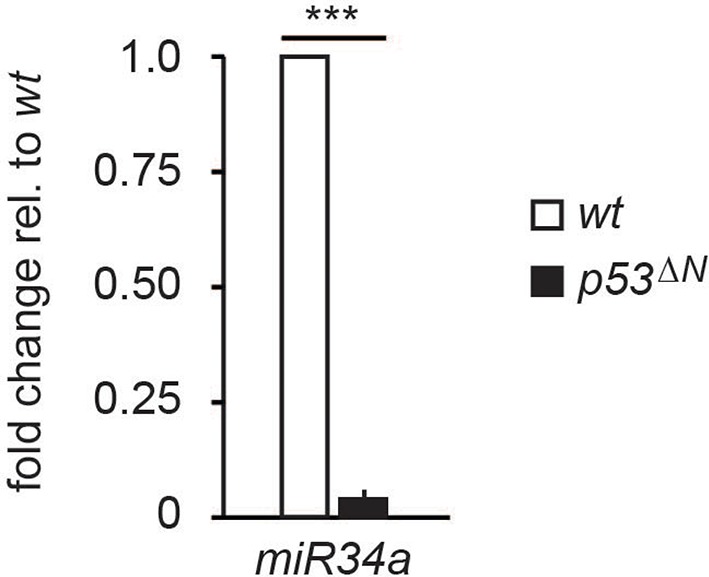
miR34a expression is reduced in *p53^ΔN^* NSCs. Error bars represent the SEM of at least three biological repeats. *** p<0.001 **DOI:** http://dx.doi.org/10.7554/eLife.08711.022

Importantly, deletion of *Atmin* together with *Trp53* completely rescued the elevated *Pdgfra* expression, reducing it to wild-type levels (Figure 3C and D). Overexpression of tagged Atmin in double mutant NSCs restored elevated Pdgfra expression at both the mRNA and protein levels (Figure 3F and G), while acute silencing of *Atmin* in *p53^ΔN^*NSCs, using two independent shRNA constructs, reduced *Pdgfra* levels (Figure 3H), implying that sustained *Pdgfra* upregulation in *p53^ΔN^*NSCs constantly requires Atmin function to maintain increased *Pdgfra* expression. Thus, interference with Atmin function is sufficient to reduce *Pdgfra* overexpression in *Trp53*-deficient cells.

To assess whether Trp53 null tumors require sustained *Pdgfra* overexpression, we isolated primary tumor cells from GBM-bearing *p53^ΔN^*mice and induced stable knockdown of *Pdgfra* using shRNA (Figure 3—figure supplement 5). This resulted in a significant decrease in the proliferation rate of these primary tumor cells (Figure 3I), emphasizing the importance of Atmin function in supporting elevated *Pdgfra* expression in *p53^ΔN^*gliomas.

### Pdgfra overexpression is reversible with pharmacological Atm inhibition

Atmin has two known functions: an Atm-dependent function, in which Atmin interacts with Atm and is required for Atm signaling in several stress contexts, and an Atm-independent function, in which Atmin is required for transcription of the dynein light chain Dynll1. To determine whether acute silencing of *Atmin* in tumor cells might reduce *Pdgfra* expression by disrupting Atm signaling, we tested the effects of pharmacological Atm inhibition in *p53^ΔN^*primary tumor cells. Treatment with an Atm inhibitor (ATMi) significantly reduced Pdgfra transcript and protein levels (Figure 4A and B) and efficiently reduced proliferation of *p53^∆N^*primary tumor cells (Figure 4C), similar to our observations after *Pdgfra* silencing. ATMi treatment also reduced *Pdgfra* expression in *p53^ΔN^*NSCs (Figure 4D and Figure 4—figure supplement 1). Consistent with these results, *Atm*^-/-^; *p53^ΔN^*double-mutant NSCs had dramatically lower *Pdgfra* expression levels than *p53^ΔN^*NSCs, comparable to *Atmin^ΔN^*; *p53^ΔN^*and *wt* NSCs (Figure 4E and F). Furthermore, in vitro proliferation assays showed that genetic loss of *Atm* reduced the proliferation of *p53^ΔN^*NSCs to *wt* levels (Figure 4G). Importantly, the reduction in cell proliferation in vitro correlated with reduced tumorigenic potential of the NSCs when orthotopically injected into the brains of NOD/SCID mice. Mice injected with *Atm*^-/-^; *p53^ΔN^*NSCs survived up to 50% longer than those receiving *p53^ΔN^*NSCs (Figure 4H). However, *Atmin* deletion (Figure 2G) was more effective than deletion of *Atm* (Figure 4H). Atmin can also act as a transcription factor (Jurado et al., 2012a; 2012b; Goggolidou et al., 2014), and it is conceivable that this Atm-independent function of Atmin contributes to the suppression on GBM. The similar effect of *Atmin* deletion and Atm inhibition on *Pdgfra* expression and proliferation of NSCs and primary tumor cells supports the hypothesis that Atmin functions in these processes via its modulation of Atm signaling. Given the extensively characterized role of PDGFRA in cell proliferation and in particular in glioma, it is reasonable to propose that the reduction in *Pdgfra* expression upon *Atm* loss contributes to the reduced tumorigenic potential observed.

**Figure 4.**
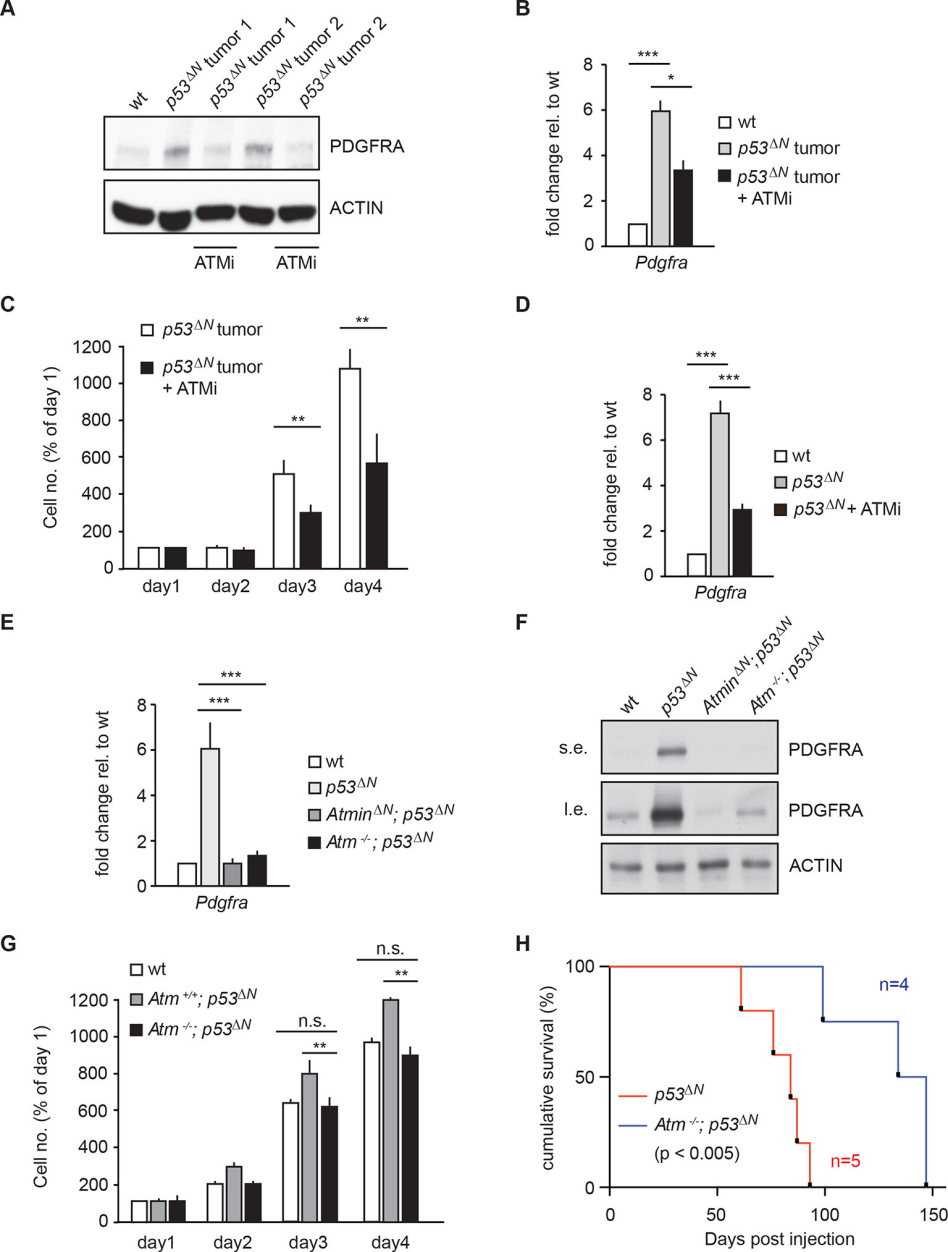
Atm inhibition reduces *Pdgfra* expression and reduces tumorigenic potential in murine *p53^ΔN^* primary tumor cells and NSCs. (**A–B**) Atm inhibitor (ATMi) treatment reduces Pdgfra protein levels (**A**) and *Pdgfra* expression (**B**) in *p53^ΔN^* primary tumor cells. (**C**) ATMi treatment reduces in vitro proliferation of *p53^ΔN^* primary tumor cells. Error bars represent the SEM of two biological repeats. (**D**) ATMi reduces *Pdgfra* expression in *p53^ΔN^* NSCs, assayed by qPCR. (**E–F**) *Pdgfra* expression (**E**) and Pdgfra protein levels (**F**) are reduced in *Atm*^-/-^; *p53^ΔN^* and *Atmin^ΔN^; p53^ΔN^* compared with *p53^ΔN^* NSCs. cDNA is normalized to *Actin* levels. Error bars represent the SEM of at least three biological repeats. s.e. and l.e. denote short and long exposures of the same blot, respectively. (**G**) Genetic loss of *Atm* reduces in vitro proliferation of *p53^ΔN^* NSCs. Error bars represent the SEM of two biological repeats. (**H**) Kaplan-Meier curves indicating increased survival of NOD/SCID mice orthotopically transplanted with *Atm^-/-^; p53^ΔN^* NSCs compared with *p53^ΔN^* NSCs. n.s., not significant; * p<0.05, ** p<0.01, *** p<0.001. NSC, Neural stem cell. **DOI:** http://dx.doi.org/10.7554/eLife.08711.023

**Figure 4—figure supplement 1.**
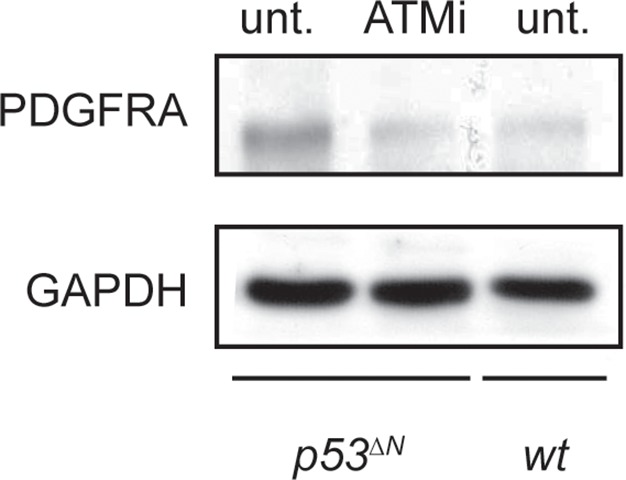
ATM inhibitor (ATMi) treatment reduces Pdgfra protein levels in *p53^ΔN^* NSCs. NSCs, Neural stem cells. **DOI:** http://dx.doi.org/10.7554/eLife.08711.024

Since Atm is best known as a DNA damage signaling kinase, we examined whether the effect of Atm on *Pdgfra* expression and tumorigenicity was related to altered DNA damage signaling in *p53**^Δ^**^N^*glioma cells. Neither *p53**^Δ^**^N^*nor *Atmin**^Δ^**^N^*; *p53**^Δ^**^N^*NSCs showed increased γh2ax or 53bp1 foci in basal conditions (Figure 5A and B), suggesting that the different proliferation rates are not caused by changes in endogenous DNA damage. *Pdgfra* expression was not affected by IR or hydroxyurea (HU), two well-described inducers of ATM signaling, either in wt or in *p53**^Δ^**^N^*NSCs (Figure 5C) and no increased Atm substrate phosphorylation could be detected in untreated *p53**^Δ^**^N ^*NSCs (Figure 5D), suggesting that *Pdgfra* upregulation is not a consequence of stimulation of DNA damage signaling. Atm substrate phosphorylation was also comparable in IR- and HU-treated *wt, p53**^Δ^**^N^*and *Atmin**^Δ^**^N^*; *p53**^Δ^**^N^*NSCs (Figure 5D), suggesting that the response to DNA damage stimuli is comparable in these cells. This suggests that while Atm is required for the increased *Pdgfra* expression in *p53**^Δ^**^N ^*cells, this does not involve alterations in IR or HU-induced Atm signaling, but at this point does not exclude the possibility that increased ROS (reactive oxygen species) levels in *p53^∆N^* GBM cells might contribute to Atm pathway activation and subsequent *Pdgfra* induction and GBM development.

**Figure 5.**
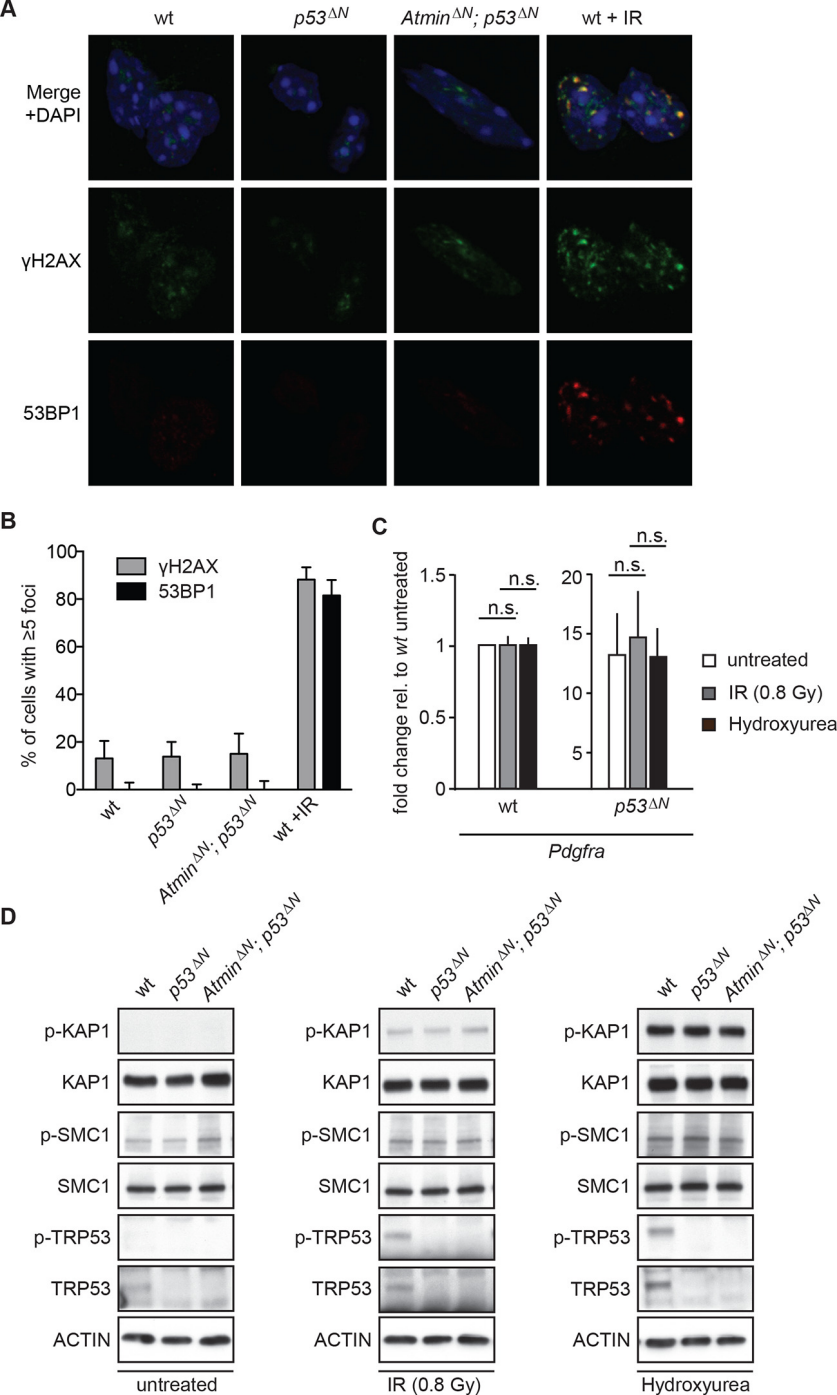
Atm signaling in response to DNA damaging agents is remarkably unaffected in *p53^ΔN^* and *Atmin^ΔN^; p53^ΔN^* cells and DNA damaging treatments do not affect *Pdgfra* expression. (**A**) *p53^ΔN^* and *Atmin^ΔN^; p53^ΔN^* NSCs do not show elevated γh2ax and 53bp1 foci in untreated conditions, suggesting low endogenous damage. Cells treated with 5Gy IR (wt +IR) are shown as a positive control. (**B**) Quantification of γh2ax and 53bp1 foci in (**A**). Error bars indicate 95% confidence intervals. (**C**) qPCR of *Pdgfra* in wt and *p53^ΔN^* NSCs in untreated conditions and after DNA damage-inducing stimuli. cDNA is normalized to *Actin* levels. Error bars represent SEM of three biological repeats. (**D**) Western blots depicting Atm substrate phosphorylation after the indicated stimuli in NSCs of different genotypes. **DOI:** http://dx.doi.org/10.7554/eLife.08711.025

### Primary human glioma neural stem cells are sensitive to ATM inhibition and combinatorial treatment with PDGFR inhibitors

To investigate the relevance of ATM signaling for *PDGFRA* upregulation in human GBM, we took advantage of patient derived human GBM neural stem cells (GNSCs) (Stricker et al., 2013) that have documented *TP53* mutations (lines G26, G166, and G179, Figure 6A). We confirmed that cell extracts from each of these human tumors were unable to activate a luciferase construct containing multiple TP53-binding elements (Figure 6—figure supplement 1). *PDGFRA* expression was significantly increased in two out of three human GNSC lines compared with untransformed human neural stem cells (cb660; (Engström et al., 2012; Pollard et al., 2009) (Figure 6B). To assess whether this observation is representative of the wider human GBM spectrum, we analyzed the gene expression patterns in the 'Glioblastoma Multiforme (TCGA, provisional)' dataset from The Cancer Genome Atlas. We analyzed 153 RNA-seq and 500 microarray datasets for 518 glioblastoma samples and completed these with the clinical subgroup information from (Brennan et al., 2013). The gene expression datasets contained z-scores representing the differences in expression levels of *PDGFRA* between cancer and control samples (Figure 6—figure supplements 2 and 3). The RNA-seq and microarray data were handled separately; for each, we observed higher average *PDGFRA* expression in *TP53*-mutant glioblastoma samples compared with *TP53* wild-type samples (Figure 6C,D). We also observed higher *PDGFRA* expression levels in the Proneural and GCiMP GBM subtypes when compared to the Classical, Neural, and Mesenchymal (Figure 6E and Figure 6—figure supplement 4).

**Figure 6.**
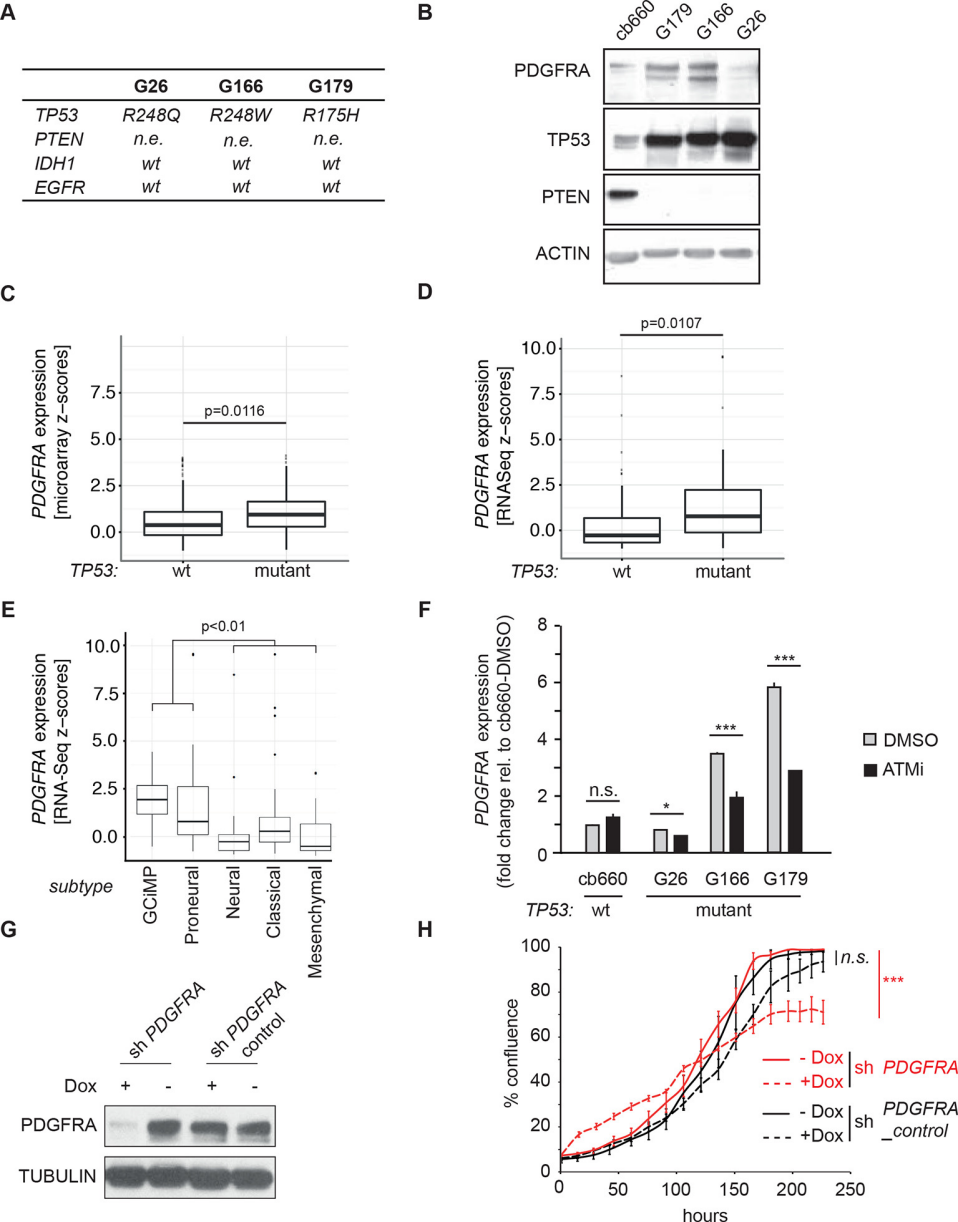
ATM inhibitor treatment reduces elevated PDGFRA expression and decreases proliferation in human GBM tumor cells. (**A**) Mutational status of *TP53*, *PTEN*, *IDH1*, and *EGFR* in the indicated glioma neural stem stell (GNSC) lines. n.e., not expressed. wt, wild type. (**B**) Western blot depicting PDGFRA, TP53, PTEN, and ACTIN expression in three GNSC lines (G26, G166, and G179) and cb660 control cells. (**C**,**D**) Box plots showing *PDGFRA* expression in TP53-wt and TP53-mutant TCGA human glioblastoma datasets, measured by microarray (n=153). (**C**) or RNA-Seq (n=500). (**D**) Data from 518 patient samples in total with an overlap of 135 patients. (**E**) Box plots showing *PDGFRA* expression z-scores in TCGA human glioblastoma subtypes, measured by RNA-Seq (n=150). p-Values in (**C–E**) calculated using Wilcoxon’s test. (**F**) qRT-PCR showing decreased *PDGFRA* expression in TP53-mutant GNSC lines after ATM inhibitor (ATMi) treatment. cDNA is normalized to GAPDH levels. Error bars represent the STDEV of two biological repeats. (**G**) Western blot showing knockdown of PDGFRA using a doxycycline (Dox)-inducible shRNA construct. (**H**) PDGFRA knockdown using doxycycline (Dox)-inducible shRNA reduces proliferation of TP53-mutant G179 GNSCs. Cell confluence measured by IncuCyte timelapse microscopy. Error bars represent the SEM of three biological repeats. * p<0.05, *** p<0.001, n.s., not significant. **DOI:** http://dx.doi.org/10.7554/eLife.08711.026

**Figure 6—figure supplement 1.**
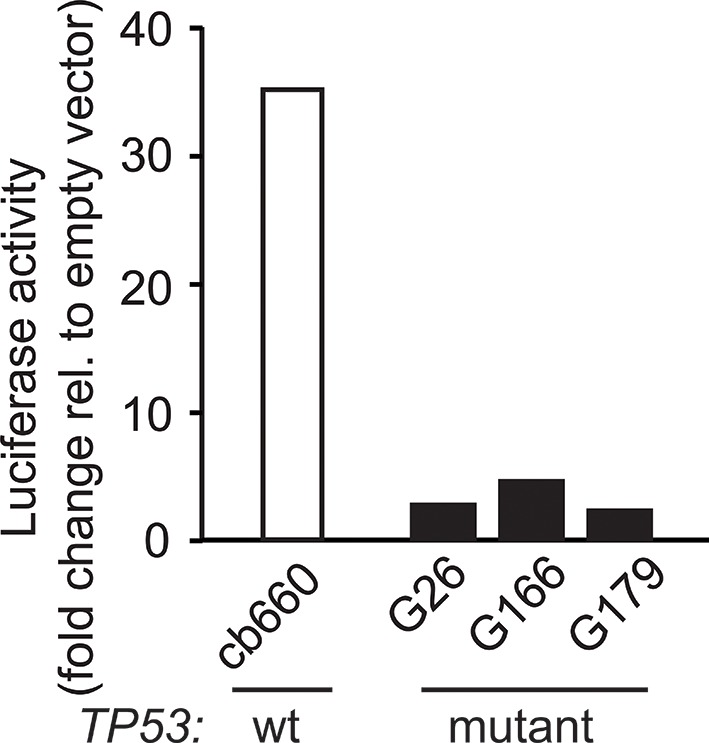
Luciferase reporter assay for TP53 activity using the p53-550RE construct in human GNSC (G26, G166, G179) and control NSC (cb660) lines. NSC, Neural stem cell. **DOI:** http://dx.doi.org/10.7554/eLife.08711.027

**Figure 6—figure supplement 2.**
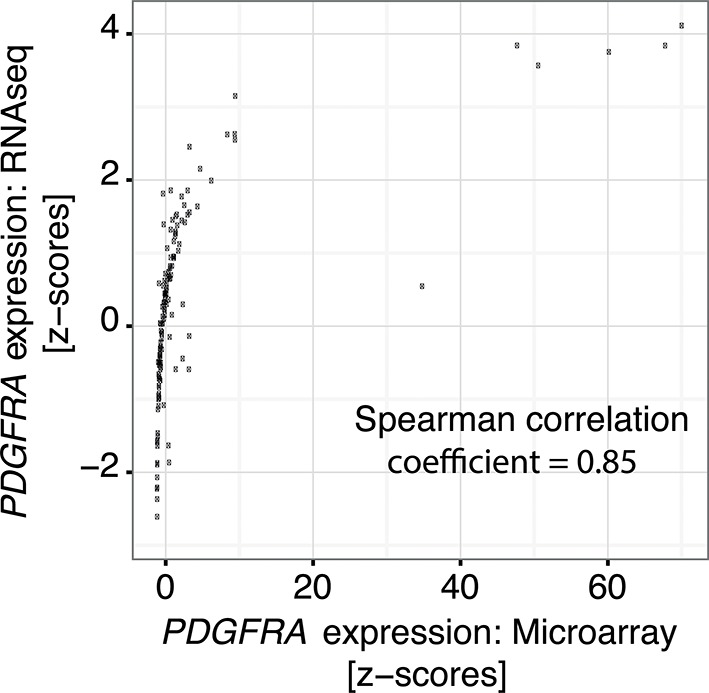
Correlation of *PDGFRA* expression levels in TCGA glioblastoma samples represented in both microarray and RNASeq datasets. **DOI:** http://dx.doi.org/10.7554/eLife.08711.028

**Figure 6—figure supplement 3.**
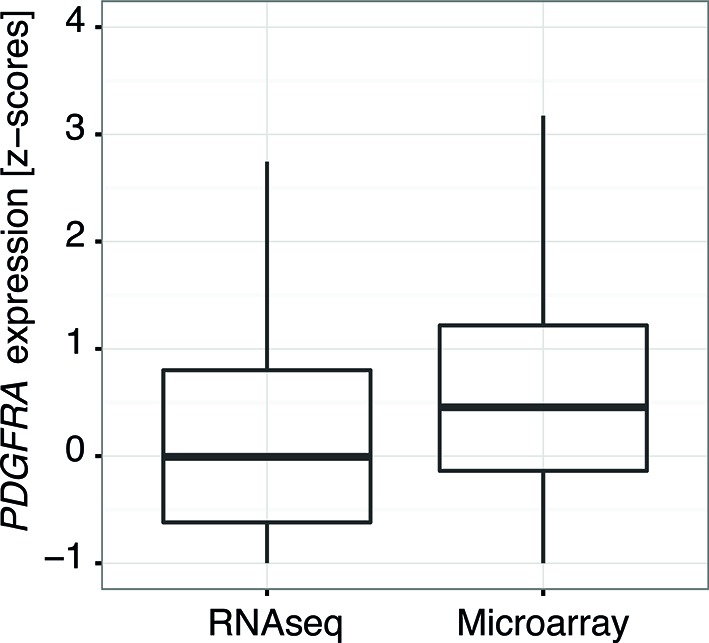
Comparison of the distribution of *PDGFRA* expression levels in human glioblastoma samples measured by RNASeq and by microarray. Data from TCGA. **DOI:** http://dx.doi.org/10.7554/eLife.08711.029

**Figure 6—figure supplement 4.**
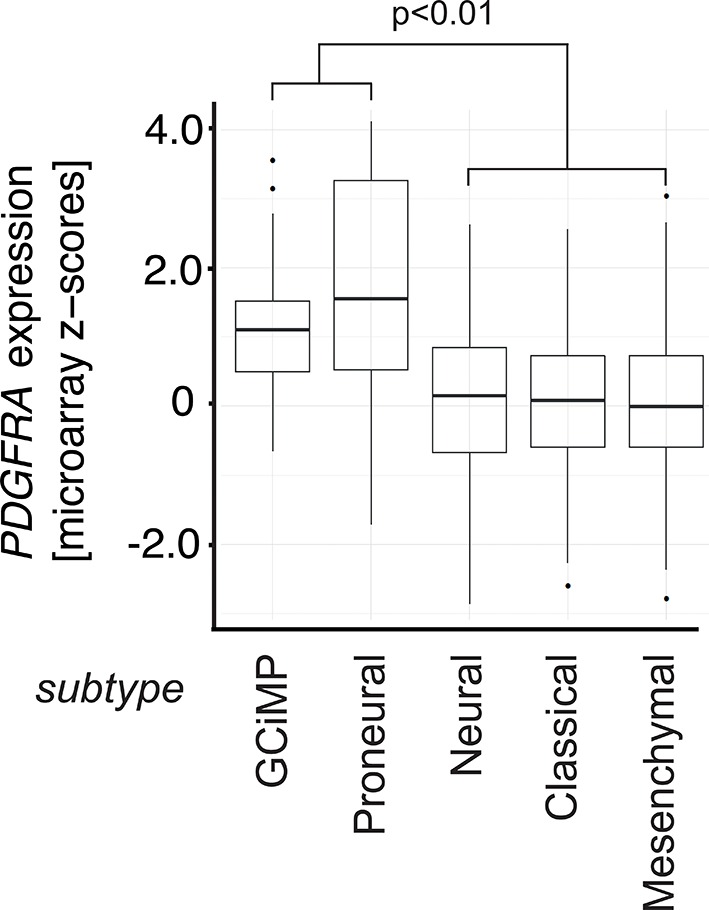
Box plots showing *PDGFRA* expression z-scores in TCGA human glioblastoma subtypes measured by microarray (n=487). p-Value is calculated using Wilcoxon’s test, combining GCiMP and Proneural versus Neural, Classical, and Mesenchymal. **DOI:** http://dx.doi.org/10.7554/eLife.08711.030

**Figure 6—figure supplement 5.**
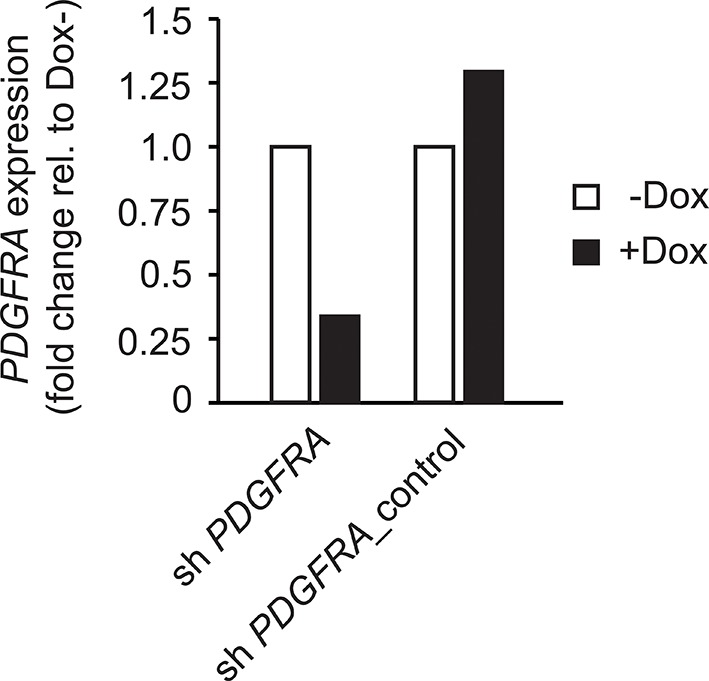
Control for Figure 6G and H showing efficient knockdown of *PDGFRA* after doxycycline administration. q-PCR showing knockdown of *PDGFRA* in GNSCs using a doxycycline (Dox)-inducible shRNA construct. **DOI:** http://dx.doi.org/10.7554/eLife.08711.031

In line with the data from our mouse model, treatment with an ATMi strongly reduced *PDGFRA* expression in GNSCs, whereas no significant effect on *PDGFRA* expression was detected in cb660 controls (Figure 6F). To determine whether a reduction in *PDGFRA* levels would be sufficient to inhibit the proliferation of primary GNSCs from human tumors, G179 cells were infected with doxycycline (dox)-inducible shRNA constructs targeting *PDGFRA* (Figure 6G and Figure 6—figure supplement 5), and their proliferation was monitored over a period of 10 days. In agreement with our results in the mouse, depletion of *PDGFRA* led to a significant decrease in the proliferation rate of human GNSCs (Figure 6H). Thus, both murine and human TP53-mutant glioma cells are sensitive to loss of PDGFRA.

To analyze the physiological effects of ATM inhibition on GNSCs, proliferation was monitored over a period of 7 days. Similar to our observations in murine NSCs, ATMi treatment reduced the proliferation rate of human TP53 mutant GNSCs, but not cb660 control cells (Figure 7A). PDGFR inhibitors (PDGFRi) have previously been shown in vitro and in vivo to reduce tumor growth in a glioma model (Kilic et al., 2000). These advances, however, have so far failed to transition into clinical practice (Wen et al., 2006; Rich et al., 2004). We reasoned that ATMi-mediated reduction in PDGFRA protein levels could potentiate the effects of PDGFR inhibition. Consistent with this, we observed that co-treatment of GNSCs, but not untransformed NSCs (e.g. cb660), with relevant ATM and PDGFR inhibitor concentrations further reduced cell proliferation (Figure 7A and Figure 7—figure supplement 1). More detailed analysis revealed that this treatment combination induced substantial cell death, while untransformed NSCs remained largely unaffected (Figure 7B,C). The proportion of apoptotic GNSCs receiving the combination treatment was quantifiable by microscopic detection of a caspase-cleaved fluorescent substrate after up to four days of drug treatment; thereafter, dead cells detached from the plate, precluding accurate quantification. Essentially, all GNSCs were eventually killed by the combination of ATM and PDGFR inhibitors, as judged by cell detachment. In contrast, PDGFRi treatment by itself had little effect on cell death and proliferation (Figure 7 A–C). Seeding GNSCs at higher confluence gave similar results (Figure 7—figure supplement 2), as did a second, independent PDGFRi in combination with the ATMi (Figure 7—figure supplement 3), indicating that cell death was not an indirect consequence of slower proliferation induced by the ATMi or a side effect of a particular drug. Hence, ATM is required for *PDGFRA* overexpression in both murine and human GBM cells, and combined inhibition of ATM and PDGFR induces lethality in TP53-mutant glioma cells, promising new opportunities for future GBM treatment.

**Figure 7.**
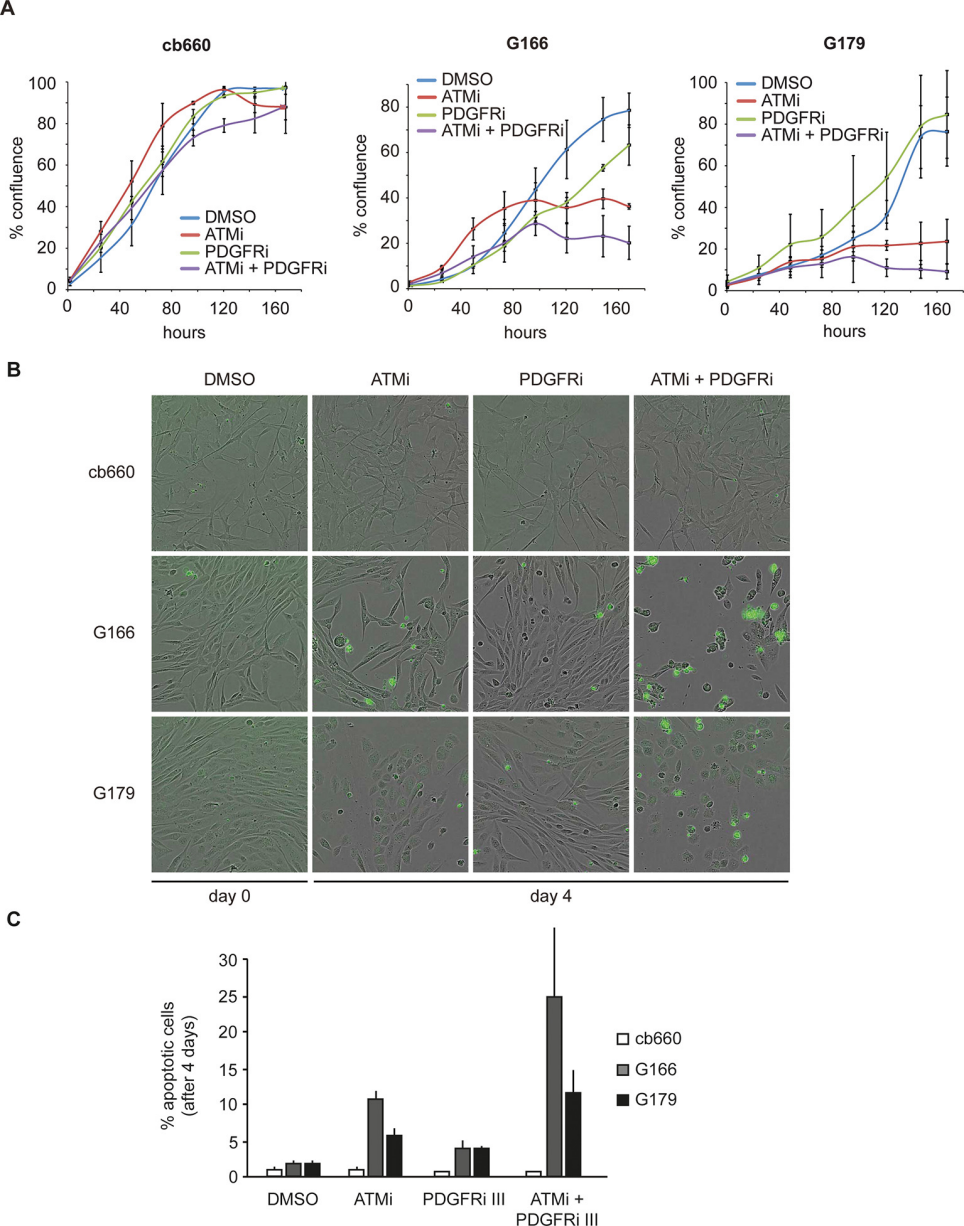
Combinatorial treatment with both ATM and PDGFR inhibitors induces apoptosis of human glioma stem cells. (**A**) Growth curves showing the proliferation of wild-type control human neural stem cells (cb660) and two independent cell lines isolated from TP53-deficient human gliomas (G166 & G179) over 7 days in the presence of vehicle control (DMSO), ATM inhibitor (ATMi), PDGFR inhibitor (PDGFRi), or both inhibitors. Error bars depict STDEV from two biological repeats. (**B**) Representative bright-field/fluorescent images of the same cell types treated as above after 4 days. Cells undergoing apoptosis are labeled by emitting GFP. (**C**) Quantification of apoptotic cells after the treatments indicated above, represented as % apoptotic cells from total live cells. Error bars depict STDEV from three biological repeats. After four days, it became impossible to quantify apoptotic GNSCs receiving the combination treatment, since they detached completely from the culture plate. These percentages thus represent an underestimate of the total extent of G166 and G179 cell death with ATMi + PDGFRi. **DOI:** http://dx.doi.org/10.7554/eLife.08711.032

**Figure 7—figure supplement 1.**
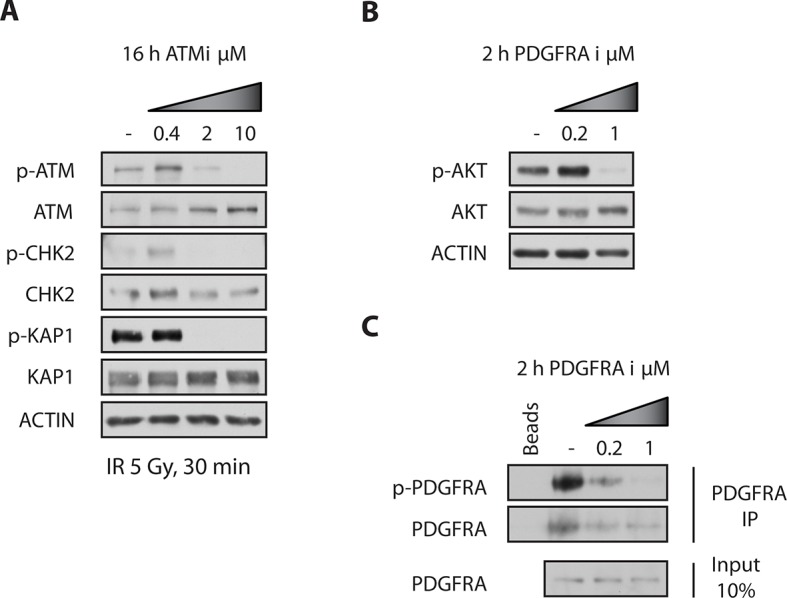
ATM and PDGFR inhibitors were used at minimally required concentration to achieve pathway inhibition. (**A**) G179 cells were treated with DMSO or 400 nM, 2 μM or 10 μM of ATMi for 16 hrs, then subjected to 5Gy of ionizing irradiation, harvested 30 min later and analyzed by Western blotting. Pre-treatment of cells with the ATMi at 10 μM clearly prevented IR-induced ATM auto-phosphorylation at Serine 1981 and phosphorylation of its downstream substrates: KAP1 and CHK2, at Serine 824 and Threonine 68, respectively. (**B**) G179 cells were treated with DMSO, 200 nM or 1 μM of PDGFRA inhibitor III for 2 hrs, harvested and analyzed by Western blotting. 1 μM inhibitor prevented the phosphorylation of AKT (downstream substrate of PDGFRA) at Serine 473. (**C**) P-PDGFRA levels were below detection, therefore total PDGFRA was immunoprecipitated from cell lysates prior to Western blotting. Treatment of cells with the PDGFRA inhibitor III at 1 μM clearly reduced phosphorylation of PDGFRA at Tyrosine 754. **DOI:** http://dx.doi.org/10.7554/eLife.08711.033

**Figure 7—figure supplement 2.**
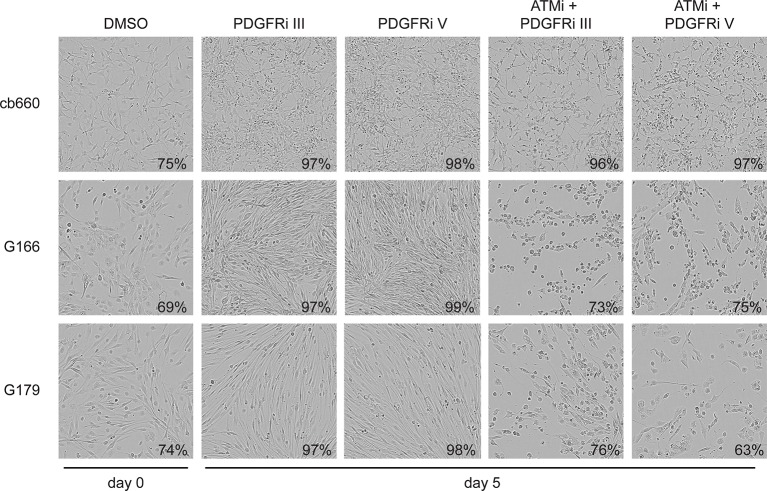
Bright-field images of timelapse microscopy using cells seeded at high confluency. Representative bright-field images of cb660, G166, and G179 GNSC lines seeded at high confluency and treated over 7 days with vehicle control (DMSO), ATM inhibitor (ATMi), PDGFR inhibitors III or V, or both ATM and PDGFR inhibitors. Values indicate% confluence at the indicated point in the time course as measured using IncuCyte software. **DOI:** http://dx.doi.org/10.7554/eLife.08711.034

**Figure 7—figure supplement 3.**
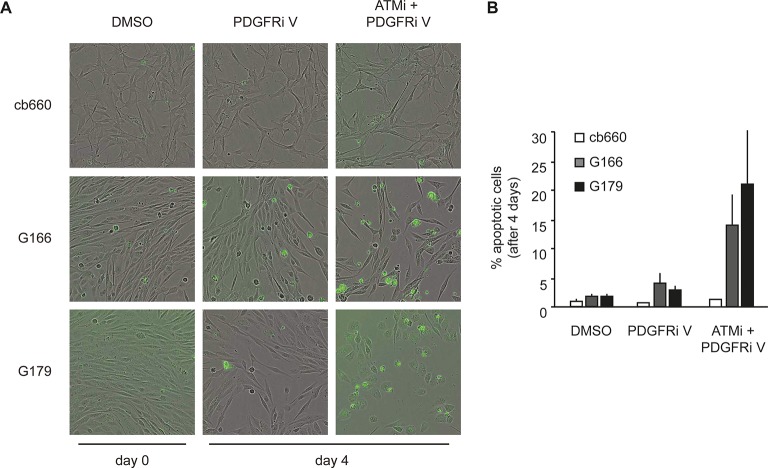
Apoptosis quantification of a second PDGFR inhibitor. (**A**) Representative bright-field/fluorescent images of the same cell types treated over 4 days with vehicle control (DMSO), PDGFR inhibitor V (PDGFRi V), or ATM inhibitor in combination with PDGFR inhibitor V (ATMi + PDGFRi V). Cells undergoing apoptosis are labelled by emitting GFP. (**B**) Quantification of apoptotic cells four days after the treatments indicated above, represented as % apoptotic cells from total live cells. After four days, it became impossible to quantify apoptotic GNSCs receiving the combination treatment, since they detached completely from the culture plate. These percentages thus represent a large underestimate of the extent of G166 and G179 cell death with ATMi + PDGFRi V. **DOI:** http://dx.doi.org/10.7554/eLife.08711.035

Our data indicate that disruption of Atm/Atmin function not only inhibits GBM initiation in Trp53-deficient animals, but also reduces the tumorigenic potential of established human glioma cells, suggesting that ATM inhibitors might be valuable tools in GBM therapy.

## Discussion

An important goal of personalized cancer medicine is to identify vulnerabilities of specific tumor genotypes. Since TP53 signaling is the most common genetically altered pathway in human gliomas (Cancer Genome Atlas Research Network, 2008), it is desirable for future cancer therapies to identify new molecular targets that affect TP53-deficient cells. Here, we have shown that genetic loss of *Atmin* or *Atm* reduces GBM formation initiated by deletion of *Trp53*. This finding indicates that Atm/Atmin is crucial for Trp53-deficient GBM development, and suggests the use of ATM inhibitors, which have already been developed, for GBM therapy (Basu et al., 2012; Golding et al., 2009; 2012; Batey et al., 2013).

Although other groups have previously observed that loss of *Trp53* is sufficient to provoke GBM formation (Wang et al., 2009; Zheng et al., 2008), the potential advantages of this model system have largely been overlooked. Even on a mixed genetic background, mice harboring a Nestin-driven Trp53 deletion show strong consistency in tumor latency, high penetrance of brain tumors and high-grade GBM formation. Such a model, incorporating the stochastic evolution and genetic heterogeneity of human glioblastoma patients, complements existing genetically defined mouse models that show an accelerated disease course (Chen et al., 2012).

Atm is a rare example of a protein required for formation of a *Trp53*-deficient tumor that is amenable to pharmacological inhibition, with potential direct therapeutic implications. This pro-tumorigenic function for Atmin and Atm signaling in brain cancer is unexpected, as systemic Atm deletion has previously been found to accelerate Pdgf ligand-induced gliomagenesis (Squatrito et al., 2010). However, the previous study was carried out in Trp53 wild-type animals. It was recently shown that TP53 status is crucial in determining the cellular response to ATM inhibition in human glioma cell lines (Biddlestone-Thorpe et al., 2013), so this difference might explain the apparently opposite function of Atm in our model. TCGA data indicates that ATM mutation/deletion is rare in TP53-mutant GBM, supporting the hypothesis that ATM loss is not a tumor driver and may even inhibit tumorigenesis in this context. Because the pleiotropic effects of ATM signaling are highly context dependent, factors other than TP53 status must also influence the outcome in vivo. For example, loss of Atm cooperates with Trp53 deficiency and accelerates the progression of T-cell lymphoma (Westphal et al., 1997). Thus, the relationship between TP53 and ATM signaling in tumorigenesis may be tissue specific, ranging from cooperation to antagonism.

Adding to this context dependency, ATM’s function in the DNA damage response inhibits tumorigenesis in precancerous lesions but can also promote resistance to DNA damaging therapies in established tumors. Indeed, recently published work has shown that ATM inhibition preferentially radiosensitizes TP53 mutant GBM cell lines (Biddlestone-Thorpe et al., 2013). Our data reveal an additional pro-tumorigenic effect of Atm, which acts in the absence of ionizing radiation and involves non-canonical, Atmin-dependent signaling. It is possible that the effect of Atm inhibition in our model would also be enhanced by ionizing radiation, since the radiosensitizing effect would be predicted to be largely independent of Atmin (Kanu and Behrens, 2007). Thus, combination treatment with ATM and PDGFR inhibitors together with radiotherapy may represent a therapeutic opportunity for GBM.

Our results indicate that the requirement for the Atm/Atmin pathway in *p53^∆N^* GBM lies in the initiation of a program of altered gene expression (Figure 3A) and does not directly involve the DNA damage response to double-strand breaks induced by IR or HU (Figure 5B and C). Although Atmin has been implicated directly as a transcription factor for *Dynll1* (Jurado et al., 2012b), a broader role for Atmin in transcriptional regulation had not yet been determined. We find here that *Atmin* loss leads to widespread rescue of glioma-associated changes in gene expression in the *p53^∆N^*background. Several of these genes could be collectively responsible for suppressing GBM formation in *Atmin^ΔN^*; *p53^∆N^* animals. The most compelling single candidate, however, is the proto-oncogene *Pdgfra*. It has been shown that stimulating Pdgf signaling in vivo is sufficient to induce glioma-like growths (Jackson et al., 2006). Moreover, *PDGFRA* is commonly overexpressed in human glioma (Engström et al., 2012), but only a subset of gliomas display *PDGFRA* locus amplification (Furnari et al., 2007) (Cancer Genome Atlas Research Network, 2008), indicating that additional mechanisms drive its increased expression. *PDGFRA* overexpression frequently correlates with LOH on chromosome 17p, where the human *TP53* gene is located (Hermanson et al., 1996), supporting the view that the oncogenic misexpression of *PDGFRA* might be a direct consequence of TP53 inactivation in human GBM. In our murine and human glioma lines, Pdgfra levels could be dynamically modulated by depleting Atmin or inhibiting Atm. At present, how Atm/Atmin controls Pdgfra expression in this background is unclear. Chromatin immunoprecipitation experiments in murine NSCs indicated that Atmin does not bind the *Pdgfra* gene (unpublished observations), making the regulation unlikely to be via direct transactivation, most likely involving currently unidentified intermediate transcriptional regulators of *Pdgfra* expression. We speculate that Trp53 controls the expression of a negative regulator of Pdgfra, for example, a repressor or a miR RNA, and that Atm signalling is required for the expression or function of this factor. As these intermediate factors could be promising targets for pharmacological inhibition, further investigation into their identity is of therapeutic interest.

Although the oncogenic role of PDGFR signaling in glioma is well established, the clinical efficacy of PDGFR inhibitors has so far been disappointing (Wen et al., 2006; Rich et al., 2004). Here, we demonstrate that the effect of these drugs on the proliferation and survival of human glioma cells can be greatly potentiated by combining PDGFR inhibitor treatment with ATM inhibitors. Importantly, the strongest effects of combinatorial treatment on cell proliferation and survival are specific to tumor cells that have lost TP53 function, suggesting that systemic therapy should target TP53-deficient tumors with minimal impairment to normal tissue.

A second encouraging result of combining ATM and PDGFRA inhibitors is that they not only reduce tumor cell proliferation, but also potently induce cell death. While our data support cooperation based on simultaneous inhibition of PDGFR signaling at the transcriptional and protein kinase levels, it is likely that this synergy also encompasses broader effects of ATM and PDGFRA inhibition. In addition, current PDGFR inhibitors are not completely specific and also inhibit EGFR, VEGFR, FLT3, and c-KIT kinases amongst others (Andrae et al., 2008; Homsi and Daud, 2007). Similarly, ATM inhibitors have also been shown to display broader kinase inhibitor activity, especially at higher concentrations (Hickson et al., 2004). Thus, PDGFR-independent mechanisms could contribute to the observed treatment synergy.

In summary, we have identified a novel protumorigenic function of ATM signaling in GBM. Our results present a rationale for expanding the investigation of ATM inhibitors from radiosensitizers to potential therapies in their own right, and point toward improvements in the efficacy of PDGFRA inhibition using combination treatment.

## Materials and methods

### Ethics statement

Experiments in mice were carried out with the approval of the Crick Institute’s Ethical Review Committee and under the guidance of the Biological Resources Unit.

### Animal models

*Atmin^f/f^*, *p53^f/f^, Atm*^-/-^, and *Nestin-Cre* mice have been described previously (Kanu et al., 2010; Jonkers et al., 2001; Barlow et al., 1996; Tronche et al., 1999). Immunocompromised NOD/SCID mice were maintained in-house. Mice were maintained and bred on a mixed background in pathogen-free conditions, monitored for signs of ill health and culled when moribund. Strain background had no significant effect on the latency or development of gliomas in *p53^ΔN^*mice.

### Cell culture

NSCs were isolated as spheres from fore and midbrains of mouse E13.5 embryos. Cells were initially cultured as spheres under self-renewal conditions, as previously described. Adherent NSC cultures were derived as previously described (Pollard et al., 2006; Conti et al., 2005) with minor modifications (Sancho et al., 2013). Briefly, primary spheres were plated in Neurobasal Medium (Invitrogen, Grand Island, NY, USA) supplemented with 1% Penicillin/Streptomycin (Invitrogen), 1% L-glutamine (Invitrogen), 2% B27 supplement (Invitrogen), 1% N-2 supplement (Invitrogen), 20 ng/ml EGF (PeproTech), 20 ng/ml FGF-basic (PeproTech), and 1 μg/ml laminin (Sigma). All experiments were performed using undifferentiated adherent NSCs (see Figure 2—figure supplement 2).

Primary tumor cells were generated from brain tumor samples of symptomatic mice (Figure 3—figure supplement 5). Tissue was subjected to mechanical and enzymatic dissociation, and single cells initially cultured to form spheres. Tumor spheres formed were then maintained as adherent tumor cell cultures in NSC media as described above.

### Plasmids and reagents

pCMV6-myc-ATMIN was generated by cloning mouse *Atmin* into a pCMV6 backbone. Silencing and mismatch constructs for *Atmin* have been described previously (Kanu and Behrens, 2007). The luciferase p53 response element (pGL3-550RE) was kindly provided by Karen Vousden. The ATM inhibitor Ku55993 (Merck) was used at 10 µM and replenished every 24 hr.

For DNA damage induction, NSCs of the indicated genotypes were either left untreated or subjected to 0.8 Gy irradiation or 2 mM hydroxyurea (HU) and harvested after 1 hr and 3 hr respectively for RNA extraction or protein lysates.

### Transfection and luciferase assay

For transfection, NSCs and GNSCs were plated at subconfluence and transfected with Lipofectamine 2000 according to the manufacturer’s protocol (Invitrogen).

For luciferase assays, samples were transiently transfected with Firefly and Renilla luciferase reporters and luciferase activity was measured using the Dual-Luciferase Reporter Assay System (Promega), 36-hr post-transfection. Data are expressed as fold induction of luciferase activity after being normalized to expression of thymidine kinase-renilla luciferase (TK-renilla).

### Western blots and immunoprecipitation

For Western Blots (WB), NSCs were extracted in RIPA lysis buffer (NEB) supplemented with protease inhibitors (Sigma). For immunoprecipitation (IP) cells were lysed in IP buffer (20mM sodium phosphate buffer, 1 mM EDTA, 0.2% NP40, 150 mM NaCl supplemented with Na-orthovanadate, PMSF, NaF and protease inhibitor mixture [Sigma]). After sonication and centrifugation, supernatant was incubated overnight at 4°C with PDGFRA antibody, followed by 2-hr incubation with Dynabeads M-280 (Invitrogen), washed with IP buffer (0 mM NaCl, 150 mM NaCl and 1 M NaCl) and eluted in Laemmli sample buffer. All primary antibodies were used at 1:1000 dilution and secondary antibodies at 1:10000. The following antibodies were used: p53, Pdgfra, p-Pdgfra, p-Chk2, p-Akt, Akt (all Cell Signaling); Myc-9E10 (CRUK); Smc1 (Abcam); p-Smc1, Chk2, Tubulin (all Merck); p-Kap1, Kap1 (both Bethyl Labs); Atm (Santa Cruz), p-Atm (Epitomics), p-p53, Actin, GAPDH, HRP-conjugated goat anti-mouse/rabbit IgG (all Sigma).

### Quantitative RT-PCR

For qRT-PCR analysis, mRNA was isolated from NSCs using the RNeasy mini kit (Qiagen). Results (normalized to *Actin* expression) are presented as fold change relative to control. Sequences of primers used are listed in Supplementary file 2.

### Cell proliferation and hypoxia assays

For cell proliferation assays, NSCs were plated in duplicate in 12-well plates and cell number measured every day using a ViCell cell counter. The initial number of cells seeded was used to normalize to 100%. Mean averages were taken from at least four independent lines per genotype taken from different embryos and crosses. For BrdU profiling, cells pulsed with BrdU for 2 hr were fixed in 70% ethanol, stained with BrdU antibody and propidium iodide (PI) and analyzed by flow cytometry.

For hypoxia assay, NSCs were seeded in duplicate into 6-well plates and next day placed into a hypoxic chamber at 0.1% O_2_ for 72 hr. ATM inhibitor was replenished after 24 hr and 48 hr. For cell death analysis, control-treated and hypoxia-treated cells were subjected to DAPI staining and analyzed via flow cytometry. Mean averages were taken from at least three independent experiments.

### IR-induced death and arrest

To determine IR-induced death, NSCs were irradiated at 5Gy and after 24 hr incubated with 4'-6-Diamidino-2-phenylindole (DAPI; Sigma) and assessed for apoptosis via flow cytometry. G1/S phase arrest was assessed by irradiating NSCs at 5Gy and after 18 hr pulsing with BrdU for 1.5 hr. Cells were prepared for flow cytometry as described above and gated on BrdU-positive cells. Mean averages were taken from at least three independent experiments.

### Orthotopic transplants

1x10^5^ early passage (p.4) GFP labeled NSCs of the indicated genotypes were injected using a stereotaxic frame into the striatum of 6- to 8-week-old mice (NOD/SCID strain), following administration of general anaesthesia as previously described. Animals were monitored daily and culled when moribund.

### Human NS and GNS cell culture

Fetal NS cell lines and GNS lines derived from human glioma samples have been described previously (Stricker et al., 2013; Pollard et al., 2009). The same culture conditions apply as previously described for mouse NSCs. Cell proliferation was measured over a period of four or seven days using an incubator microscope system for live cell imaging and measurement of cell confluence over several days (IncuCyte) and cell death was quantified using CellPlayer Caspase 3/7 Reagent from Essen Bioscience. Cells were seeded at 1.2x10^4^ or 2.4x10^4^ into a 48-well plate and images taken every 30 min. The ATM inhibitor KU55993 was added at 10 μM. PDGFR inhibitors III and V (CAS 205254-94-0 and CAS 347155-76-4 respectively, both Merck) were used at 1μM and replenished every 24 hr over a period of four or seven days as indicated. Stable sh*PDGFRA* GNSC lines were generated by viral infection of GNSCs with pTRIPZ-sh*PDGFRA* targeting and control vectors (Thermo Fisher). Doxycycline was added at a final concentration of 0.5 μg/ml and replenished every day.

### Histological analysis and tumor grading

All mice were euthanized in a CO_2_ chamber to preserve brain tissue. Brain sections were cut at 4 μm for Hematoxylin & Eosin (H&E) staining and all antibody staining. The following antibodies were used for IHC: Nestin (BD Bioscience), Gfap (Dako), Olig2, Neun (both Merck), Synaptophysin (Sigma), Pdgfra (Cell Signaling), Ki67 (Abcam). Tumor grading was determined on the basis of the WHO grading system for malignant astrocytoma.

### Microarray analysis

Three independent NSC lines from each indicated genotype were pooled and submitted for genome wide gene expression profiling using the Illumina Mouse ref 8 v3.0 expression bead chip. Raw data were processed using the 'lumi' package (Du et al., 2008) within Bioconductor (Gentleman et al., 2004) first by applying the variance-stabilizing transform, and then carrying out quantile normalization. 

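*Actb*, the cytoskeletal actin, had values of 15.01 ± 0.054 on the *wt* arrays and 15.05 ± 0.007 on the *p53 ΔN* arrays (mean ± SD of 2 arrays). This probe lies near the highest value of the scale, 15.49. The other *Actb* probes differed between *p53 ΔN* and *wt* by -0.56, 0.99, 1.33 and 1.50. *Gapdh*, the glycolytic enzyme, had 14.48 ± 0.017 and 14.51 ± 0.031. The nucleotide salvage gene *Hprt*, with 12.54 ± 0.008 in *wt* and 12.30 ± 0.006 in *p53 ΔN*, shows a difference between pools that exceeds that between duplicates. The general transcription factor gene *Tbp*, which is less abundant, had 9.05 ± 0.027 and 8.98 ± 0.047.

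Across the 25697 probes, the Pearson correlation between technical duplicates was 0.9986 in *wt*, 0.9984 in *p53 ΔN*, 0.9972 in *Atmin ΔN* and 0.9984 in *Atmin ΔN; p53 ΔN*. Spearman correlations were 0.939, 0.931, 0.906 and 0.935. The lower rank correlation includes the many probes near background. The median absolute difference between duplicates was 0.03 in *wt*, 0.04 in *p53 ΔN*, 0.05 in *Atmin ΔN* and 0.04 in *Atmin ΔN; p53 ΔN*, and 0 probes differed by more than 1.5-fold. Between the means of different pools the Pearson correlation ran from 0.981 (*p53 ΔN* and *Atmin ΔN*) to 0.994 (*p53 ΔN* and *Atmin ΔN; p53 ΔN*).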

Following this, genes were selected on the basis of a 1.5-fold threshold on the mean of the technical duplicates (technical correlation being higher than 0.996 in all cases). The microarray data depicted in Figure 3A has been uploaded to the GEO database under the accession number GSE76296.

Using our normalised microarray data, we calculated the average log fold change between each condition and the wild-type samples. We then calculated distance (following the procedure of [Dabney, 2006]) of these expression profiles to the centroids of the four GBM subtypes identified in (Verhaak et al., 2010). We mapped the expression profile from mouse to human by matching up gene names between the two species, resulting in a correspondence for 674 of the 840 genes in the GBM signature. To assess informally the specificity of the subtypes, and to gain some insight into the strength of the similarities to GBM subtypes, we bootstrapped the log fold changes within samples 1000 times, recording the pairwise distances between bootstrapped samples and fixed GBM subtype-centroids.

### Copy number variation calling

Total genomic DNA was extracted and purified using DNeasy Blood & Tissue Kit (Qiagen). Copy number variation (CNV) detection was performed using the Affymetrix Mouse Diversity Genotyping Array (MDGA) at AROS Applied Biotechnology. Genotypes were called from the CEL files using the BRLMM-P algorithm in Affymetrix Power Tools (APT) (available from: http://www.affymetrix.com/estore/partners_programs/programs/developer/tools/powertools.affx) using default settings, including quantile normalization. PennAffy (available from: http://penncnv.openbioinformatics.org/en/latest/user-guide/download/) was implemented to generate Log R Ratio (LRR) and B-allele frequency (BAF) using canonical genotype clustering and population frequency of the B-allele (PFB) files kindly provided by Locke et al. (Locke et al., 2015). Markers that do not probe allelic balance (exon markers in the MDGA) were removed. GC content was calculated for 1 Mb windows centred by each marker using BEDTools (Quinlan and Hall, 2010). LRR was then corrected for genomic waviness by subtracting the median normalised GC content multiplied by a coefficient optimised to generate the minimum variance when subtracted from the LRR. Copy number states were then called for mouse autosomes using the ‘CGHcall’ R package (van de Wiel et al., 2007) in Bioconductor (Gentleman et al., 2004) using the 'sdundo' option for the undo.splits parameter for segmentation. Only CNVs larger than 1 Mb were reported.

### TCGA data analysis

Gene expression measurements were obtained by downloading the 'Glioblastoma Multiforme (TCGA, provisional)' dataset using the cBioPortal (http://www.cbioportal.org/, version 05/09/2014) for The Cancer Genome Atlas (http://cancergenome.nih.gov/). The dataset contained 500 microarrays and 153 RNA-seq measurements for 518 glioblastoma patients. Glioblastoma expression subgroup information was obtained from (Brennan et al., 2013), and gene expression levels were represented as z-scores. The RNA-seq and microarray data were analyzed separately but the z-scores for *PDGFRA* are correlated across 135 samples for which both data types are available (Spearman correlation coefficient = 0.85 for 135 samples with both RNA-seq and microarray data, Figure 6—figure supplement 2), indicating that the two measurement types are comparable. Differences in expression z-scores between *TP53* mutant and *TP53* wt status, as well as glioblastoma subgroups (combining GCiMP and Proneural versus Neural, Classical, and Mesenchymal) were tested using the Wilcoxon’s test. Three outlier points from each of the TP53 wt and mutant groups in Figure 6D, as well as six outlier points (5 Proneural and 1 Mesenchymal) in Figure 6E are excluded from the plot for clarity.

### Statistical analysis

Tumor-free survival was analyzed using GraphPad Prism 6 and statistical analyses to determine tumor-free survival were performed using the Mantel-Cox test. For TCGA data analysis p values were determined using the Wilcoxon’s test. For all other experiments with error bars, the unpaired Student’s t-test was performed to determine statistical significance.

## Additional files

Supplementary file 1. Causes of death for experimental cohorts in Figures 1 and 2. **DOI:** http://dx.doi.org/10.7554/eLife.08711.036

Supplementary file 2. Primer sequences. **DOI:** http://dx.doi.org/10.7554/eLife.08711.037

### Major datasets

The following datasets were generated:

Behrens A, Blake S,2015,ATMIN function in p53-deficient GBM,http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE76296,Publicly available at the NCBI Gene Expression Omnibus (Accession no: GSE76296)

The following previously published dataset was used:

Glioblastoma Multiforme,2014,Glioblastoma Multiforme (TCGA, provisional),http://cancergenome.nih.gov/,Publically available

# Supplementary material for: Inactivation of the ATMIN/ATM pathway protects against glioblastoma formation
**Source:** eLife. 2016 Mar 17;5:e08711. doi: 10.7554/eLife.08711
**Supplement:** Supplementary file 1. — DOI: http://dx.doi.org/10.7554/eLife.08711.036

**Supplementary File 1. Causes of death for experimental cohorts in Figures 1 and 2.**

| ID | *Atmin* | *Trp53* | *Nestin-Cre* | Age at sacrifice (days) | Brain  tumor | Type |
| --- | --- | --- | --- | --- | --- | --- |
| 212797 | *f/f* | *f/f* | positive | 431 | No | Non-tumor-related |
| 224489 | *f/f* | *f/f* | positive | 408 | No | Non-tumor-related |
| 209418 | *f/f* | *f/f* | positive | 311 | Yes | Glioblastoma |
| 209416 | *f/f* | *f/f* | positive | 290 | No | Non-tumor-related |
| 220984 | *f/f* | *f/f* | positive | 254 | No | Non-tumor-related |
| 280539 | *f/f* | *f/f* | positive | 203 | No | Pancreatic tumor |
| 227068 | *f/f* | *f/f* | positive | 290 | Yes | Glioblastoma |
| 209419 | *f/f* | *f/f* | positive | 407 | Yes | Glioblastoma |
| 131839 | +/+ | *f/f* | positive | 252 | Yes | Glioblastoma |
| 107684 | +/+ | *f/f* | positive | 252 | Yes | Anaplastic astrocytoma |
| 154755 | +/+ | *f/f* | positive | 295 | Yes | Glioblastoma |
| 128004 | +/+ | *f/f* | positive | 248 | Yes | Glioblastoma |
| 174427 | +/+ | *f/f* | positive | 329 | Yes | Glioblastoma |
| 116299 | +/+ | *f/f* | positive | 233 | Yes | Anaplastic astrocytoma |
| 148310 | +/+ | *f/f* | positive | 266 | Yes | Glioblastoma |
| 136404 | +/+ | *f/f* | positive | 291 | No | Non-tumor-related |
| 142561 | +/+ | *f/f* | positive | 209 | No | Non-tumor-related |
| 127998 | +/+ | *f/f* | positive | 289 | Yes | Low-grade fibrillary astrocytoma |
| 122126 | +/+ | *f/f* | positive | 311 | Yes | Low-grade fibrillary astrocytoma |
| 122132 | +/+ | *f/f* | positive | 231 | Yes | Anaplastic astrocytoma |
| 122137 | +/+ | *f/f* | positive | 285 | Yes | Glioblastoma |
| 261625 | +/+ | *f/f* | positive | 149 | Yes | Glioblastoma |
| 243131 | +/+ | *f/f* | positive | 271 | Yes | Anaplastic astrocytoma |
| 273525 | +/+ | *f/f* | positive | 271 | Yes | Glioblastoma |
| 267266 | +/+ | *f/f* | positive | 261 | No | Osteosarcoma |

N.B. Excludes animals alive at endpoint (6 from *Atmin^ΔN^; p53^ΔN^*, 0 from *p53^ΔN^*, 9 from *Atmin^ΔN^* cohorts)

# Supplementary material for: Inactivation of the ATMIN/ATM pathway protects against glioblastoma formation
**Source:** eLife. 2016 Mar 17;5:e08711. doi: 10.7554/eLife.08711
**Supplement:** Supplementary file 2. — DOI: http://dx.doi.org/10.7554/eLife.08711.037

**Blake et al., Supplementary file 1**

Primer sequences

Mm Atmin fwd 5’- ccgagtgggacctgaaaag

Mm Atmin rev 5’- cgcacgtacactggaaggt

Mm Pdgfra fwd 5’- gcgagtttaatgtttatgccttg

Mm Pdgfra rev 5’- ggcacaggtcaccacgat

Mm Pdgfrb fwd 5’- tcaagctgcaggtcaatgtc

Mm Pdgfrb rev 5’- ccattggcagggtgactc

Mm Pdgfa fwd 5’- gatgaggacctgggcttg

Mm Pdgfa rev 5’- gatcaactcccggggtatct

Mm Pdgfb fwd 5’- cggcctgtgactagaagtcc

Mm Pdgfb rev 5’- gagcttgaggcgtcttgg

Mm Mekk1 fwd 5’- gcagttttaaccttactcattttgg

Mm Mekk1 rev 5’- agttccattccaaacacctga

Mm Igf2bp3 fwd 5’- aaacagctttctcgctttgc

Mm Igf2bp3 rev 5’- tccgcactttagcatctggt

Mm Cpne8 fwd 5’- tgtccttcttggtggaaaca

Mm Cpne8 rev 5’- gtgaagttgatctgcgttcct

Mm Actin fwd 5’- tctttgcagctccttcgttg

Mm Actin rev 5’- acgatggaggggaatacagc

Hs Pdgfra fwd 5’- ccacctgagtgagattgtgg

Hs Pdgfra rev 5’- tcttcaggaagtccaggtgaa

Hs Actin fwd 5’- gctacgagctgcctgacg

Hs Actin rev 5’- ggctggaagagtgcctca

How the deposited data were processed for this re-analysis (not part of the article)

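RNA of neural stem cells from E13.5 embryos was measured on Illumina MouseRef-8 arrays for 4 genotypes: *wt*, *p53 ΔN*, *Atmin ΔN* and *Atmin ΔN; p53 ΔN*. According to the paper, RNA of 3 independent lines was pooled per genotype, and each pool was hybridized to 2 arrays as technical duplicates. All 8 arrays sit on the same chip, and the replicate number of an array also tells which part of the chip carries it. Genotypes were taken from the deposited sample labels, and 0 columns were left without a sample. There is 1 pool per genotype, so no value here measures differences between animals or lines.

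The deposited files hold several kinds of value. The authors deposited a non-normalized table with, for every probe and array, a signal intensity and a detection p-value. They also deposited a normalized table on a log2 scale, made with lumi 2.20.2 by the variance-stabilizing transform and then quantile normalization. The deposited scanner files hold an intensity for every bead. Checked on the files, the sorted values of any pair of normalized columns differ by at most 0.000484, and every column has a median of 8.03. The rank of probes within each array is the same as in the non-normalized table. The normalized value changes by 0.58 per doubling of signal among dim probes and by 1.03 among bright ones.

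Each array holds between 1020170 and 1081771 beads, with a median of 36 to 38 beads per probe. Duplicates of a pool have a median absolute difference of 0.03 to 0.05 on the log2 scale, and that is the precision of a single array. A probe counts as detected in a pool when its detection p is under 0.05 on both arrays, and a ratio against a pool without detection is given as a lower bound ("at least").

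The comparisons used the normalized table as deposited. A probe was called changed when the means of 2 arrays differed by more than 1.5-fold (0.58 on the log2 scale), the rule the paper gives. Probes were paired with gene symbols through the platform annotation and current mouse symbols. Of 25697 probes, 23978 had 1 symbol, 1719 had none and 0 had several. Where a gene has several probes, the value given for it is that of the probe with the highest mean over all arrays, and other detected probes are given beside it for many of the genes where they differ. The genes in the text were taken by a rule fixed beforehand, which the values then filled: those the paper names, the 10 most raised and 10 most lowered in each comparison, the 8 returned genes with the largest difference in each direction, members of the gene lists, and the 10 smallest p-values of each additive test. *Bax*, *Gdf15*, *Cdk4*, *Mki67* and *Trp53* have no probe paired with them. A gene counts as returned when it is changed in the single mutant and lies less than 1.5-fold from *wt* in *Atmin ΔN; p53 ΔN*. The paper gives no numeric rule for return, so other rules were run beside it. Shares carry a 95% Wilson interval, which covers the count of probes and not the sampling of lines.

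Spread between arrays was assessed with limma 3.58.1 in R 4.3.3, on 8 arrays with 4 group means and Benjamini-Hochberg adjustment. This leaves 4 residual degrees of freedom and compares RNA pools. The effects of *Trp53* and *Atmin* over both backgrounds were tested with limma on the 4 pool means with additive terms, which leaves 1 residual degree of freedom. That fit assumes that the 2 losses add up, so a true interaction enlarges its error. Tested on simulated data, the additive fit found 7.50% of genes that differed by 1.5-fold and 88.8% of genes that differed by a log2 of 2. The fit over 8 arrays found 100% of the former. The simulated noise followed the moderated spread of the fits, and the simulated effect of *Trp53* was equal in both *Atmin* backgrounds. These shares may therefore be too high for real data.

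Gene lists written before the arrays were read were compared by the median log2 difference of their measured genes. The percentile of that median was taken among 10000 random lists of the same size, drawn from the same 10 bins of expression. No p-value is attached to it. The lists cover p53 targets, S phase, G2 and M phase, mitochondrial apoptosis, imprinted genes, housekeeping genes, oligodendrocyte precursors, mature oligodendrocytes, neural stem cells and radial glia, receptor tyrosine kinases with PDGF ligands, astrocytes, neurons, microglia, vascular cells, ependymal cells, the 4 glioblastoma subtypes, the Atm pathway, dynein light chains, forebrain and mid- and hindbrain identity, sex-linked genes, interferon response, antioxidant genes, hypoxia and the proteins the paper reports as unaltered. The proneural list, that of oligodendrocyte precursors and that of receptor tyrosine kinases share *Pdgfra*. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

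Alternatives were planned before the values were read. They are log2 with quantile normalization of the non-normalized signals, neqc with an offset of 16, and an own summary of the beads that left out those beyond 3 median absolute deviations. Others are detected probes alone, 1 probe per gene, each array left out in turn, the part of the chip as a block, a trended and robust prior, other rules for return, and selection on 1 array with measurement on the other. For the bead summary, bead codes were matched to probes by their values (ratio of nearest to next distance under 0.3), which identified 20942 probes (81.5%), and 6253 of 6256 probes with a mean signal over 400. An alternative without genes whose probes disagree was added after the data were seen. Replicate numbers were tested as pairs across genotypes, with correlations between -0.17 and 0.18 over 6 pairs of pools (mean -0.02), so the arrays were treated as unpaired. The qRT-PCR, protein and tumor data of the paper and the human tumor profiles are not analysed here.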

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

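The counts past 1.5-fold, the shares that came back and the shares measured on separate arrays were planned, and the prediction for the test of dim arrays was written beforehand. The other tests, and the use of the share that came back from *Atmin ΔN* to weigh an explanation, were chosen only after the result was seen.

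The *Atmin ΔN* pool, which the paper's comparison of *wt*, *p53 ΔN* and *Atmin ΔN; p53 ΔN* does not use, had the most probes past 1.5-fold against *wt*, 872. A candidate explanation is the lower signal of its arrays. Among the 6424 brightest probes 840 of these still passed, against 222 for *p53 ΔN*, but 222 of the 249 probes changed in *p53 ΔN* also lie there, so the test separates little. Degraded RNA could act in the same direction, and the lowest median signal of the *Atmin ΔN* arrays, 127, cannot tell between RNA quality and a difference of the lines.

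Sex-linked transcripts divide the pools by *Atmin* genotype, with *Xist* at -2.22 and *Eif2s3y* at 1.67 between *Atmin ΔN* and *wt*. As *Xist* was not detected in *Atmin ΔN* nor *Eif2s3y* in *wt*, these stand for at least 4.08-fold and at least 2.93-fold. Exchanged labels may be excluded, since even the closest single arrays of the *Atmin*-deleted and other pools differed in *Atmin* itself by -0.53. Whether the sex of the pooled lines might set the level of *Pdgfra* cannot be told from these arrays. *Atmin ΔN* differed from *wt* by -0.17 where *wt* is already near background, and sex and *Atmin* genotype coincide. The paper also changed Atmin within NSCs of a given genotype. It reports more *Pdgfra* after Atmin re-expression in *Atmin ΔN; p53 ΔN* and less after *Atmin* silencing in *p53 ΔN*, assays that are not analysed here.

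Of the probes changed in *p53 ΔN*, 69 lay more than 1.5-fold back in *Atmin ΔN; p53 ΔN*. Noise between arrays is not a likely source: of the 71 probes changed and back on 1 array of each pool, 100% went the same way in both comparisons on the other arrays; earlier tests were the share staying past 1.5-fold there (77.9%), which left this undecided, and limma on the same arrays, which the selection decides. A list picked in any single pool may move back in another pool. Of the probes changed in *Atmin ΔN*, 49.2% lay more than 1.5-fold back in *Atmin ΔN; p53 ΔN*, as that explanation predicts. However, the Pearson correlation of the *Atmin ΔN* pool with the others was 0.981 to 0.984, against 0.991 to 0.994 among those. Its low signal or RNA quality, left open above, could give the same share, so this share cannot decide the explanation. Single probes that read unlike the others of their gene stay open. At least 1 other detected probe was under 1.2-fold or opposite for 69.7% of probes that came back (52.7 to 82.6) and 51.8% of those that did not (41.3 to 62.1). The other probes needed detection in *p53 ΔN* or *wt* alone, and some are so dim that a change would read small. These shares therefore cannot decide it. These tests do not separate an effect of *Atmin* from differences between pools.

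The chemokine gene *Ccl25* differed by 0.63 between *p53 ΔN* and *wt* and by -0.65 between *Atmin ΔN; p53 ΔN* and *Atmin ΔN*, a contrast that was not tested and rests on 1 probe, since another detected probe gave 0.10 between *p53 ΔN* and *wt*. *Igfbp3*, a carrier of insulin-like growth factors, differed by -1.20 between *p53 ΔN* and *wt* and by 0.85 between *Atmin ΔN; p53 ΔN* and *Atmin ΔN*, which was not tested either.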

How the results depend on the processing

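The alternatives were planned before the data were seen, except the removal of genes whose probes disagree, chosen only after the result was seen. Every result rests on 1 RNA pool per genotype, and where a value moved the cause was not tested. With neqc the balance in *Atmin ΔN* turned, from 456 higher and 416 lower to 1922 and 2034. Probes past 1.5-fold, 249 in *p53 ΔN*, 158 in *Atmin ΔN; p53 ΔN* and 872 in *Atmin ΔN* against *wt*, and 152 between *Atmin ΔN; p53 ΔN* and *p53 ΔN*, became 452, 264, 1345 and 280 with log2 and quantile normalization, 1784, 1080, 3956 and 1220 with neqc, and 427, 261, 1315 and 260 with the bead summary. Leaving out each array gave 249–269, 150–176, 845–949 and 151–160. With 1 probe per gene the counts were 175, 110, 658 and 106, and without disagreeing probes *p53 ΔN* had 182. The *p53 ΔN* probes beyond array spread, 249 by limma, were 452, 1291 and 427 under the 3 scales, 175 with 1 probe per gene, and 249–269 with an array left out. The lowest correlation of duplicates was 0.9957 with log2 and quantile normalization, 0.990 with neqc and 0.9958 with the bead summary. The returned share of *p53 ΔN* was 73.5%, 71.0% and 72.6% under the 3 scales, 69.7% with 1 probe per gene, 66.5% without disagreeing probes and 66.8–71.9% with an array left out, against 25.7%, 49.4%, 27.7% and 24.9% by the other rules for return. The share of *Atmin ΔN* was 87.0% with neqc and 91.9–94.0% with an array left out. By the rules within 1.2-fold, halfway, 1.5-fold back and both, it was 68.5%, 85.0%, 49.2% and 48.3%, and selection on 1 array with measurement on the other gave 91.3% and 95.3%. The additive limma fit gave 0 probes at an adjusted p under 0.05 for *Trp53* and *Atmin* in every setting (0–0 with an array left out), except for 93 (27 higher, 66 lower) and 54 (20 higher, 34 lower) with a trended and robust prior. The correlation of *Trp53* effects was 0.0886–0.111 with an array left out. Of 112 pairs of list and comparison, 34 lay outside the central 95% of random lists, 31 to 36 under other settings and 29–35 with an array left out. Random lists would lie there at a share of 0.05. A percentile outside the central range was thus common here and does not by itself single out a list. Across the settings 393 list medians moved by more than the spread between duplicate arrays and 939 did not. Of 2340 values of called named genes under alternatives, 0 were reversed and 25 were under 1.5-fold.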

Differences from the paper's values

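The rules for return and the scales compared here were planned before the data were examined, and no test here was chosen only after the result was seen.

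The share of changed probes that returned to the level of *wt* in *Atmin ΔN; p53 ΔN* was 68.7%, whereas the paper gives 27%. Values are called near the paper's here when the larger is at most 1.5 times the smaller, and different otherwise. The paper's text, legends and supplementary files state no numeric rule for return. Under other settings, the value lies near the paper's with return set within 1.2-fold of *wt* (25.7%), as more than 1.5-fold back from *p53 ΔN* (27.7%), or as both 1.5-fold rules (24.9%). It differs with the rule of more than halfway back (49.4%), with log2 and quantile normalization (73.5%), neqc (71.0%), the bead summary (72.6%) and 1 probe per gene (69.7%). It also differs with detected probes alone (68.7%), with an array left out (66.8–71.9%) and with selection and measurement on different arrays (70.2% and 71.8%).

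Of the lower probes, 111 returned, whereas the paper gives 36. The rules within 1.2-fold (31), more than 1.5-fold back (42) and both 1.5-fold rules (39) lie near the paper's count. The others differ: halfway back 77, log2 and quantile normalization 206, neqc 707, the bead summary 192, detected probes 111, 1 probe per gene 78, and an array left out 107–129. Of the higher probes, 60 returned, whereas the paper gives 24. The rules within 1.2-fold (33), more than 1.5-fold back (27) and both 1.5-fold rules (23) lie near it. The others differ: halfway back 46, log2 and quantile normalization 126, neqc 560, the bead summary 118, detected probes 60, 1 probe per gene 44, and an array left out 60–67. By direction, the paper's counts are 36 of 145 lower and 24 of 77 higher genes. The rule of more than 1.5-fold back gave 25.6% of lower and 31.8% of higher probes, closest to the paper's shares in both directions. Both 1.5-fold rules together gave 23.8% and 27.1%, and the rule within 1.2-fold gave 18.9% and 38.8%. The difference in the returned share thus depends on how return is defined.

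The counts past 1.5-fold, 164 lower and 85 higher against the paper's 145 and 77, lie near each other on the deposited scale. The paper counts genes and these are probes: they stand for 133 and 70 named genes, and with 1 probe per gene the counts are 113 and 62, which also lie near the paper's. The probe counts differ with log2 and quantile normalization (289 and 163), neqc (1037 and 747) and the bead summary (276 and 151). The paper places *p53 ΔN* NSCs closest to the proneural subtype by distance to centroids. Among the short subtype lists used here the neural genes, not the proneural ones, had the highest percentile in *p53 ΔN*, but 3 of the 6 neural genes were not detected, the lists do not stand in for the centroids, and the centroids were not used here.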

Other observations

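The additive fits and comparisons here were planned before the data were seen, and the genes with the largest differences were picked only after the result was seen.

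*Dynll1*, the dynein light chain gene that the paper treats as a target of Atmin, differed from *wt* by a log2 of -1.08 in *Atmin ΔN* and -1.54 in *Atmin ΔN; p53 ΔN*, against 0.18 in *p53 ΔN*. *Igfbp5*, which binds insulin-like growth factors, differed by -2.04 in *Atmin ΔN*, and *Cap1*, a regulator of actin turnover, by -2.08. *Robo1*, an axon guidance receptor gene, differed by -1.26, and *Msmo1*, an enzyme of cholesterol synthesis, by -1.33. *Gpn2*, a GTPase gene, was higher by 1.56. The paper does not report the array values of this pool. *Nes*, the intermediate filament of neural stem cells, differed by -0.44 in *Atmin ΔN* and 0.10 in *Atmin ΔN; p53 ΔN*, and *Map2*, a microtubule protein of neurons, by -0.71 and -0.51. Other detected *Map2* probes gave -0.40 and -0.41 in *Atmin ΔN*, and 0.00 and -0.02 in *Atmin ΔN; p53 ΔN*.

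*Atm* itself differed from *wt* by -0.05 in *Atmin ΔN* and 0.08 in *Atmin ΔN; p53 ΔN*. The 16 genes of the Atm pathway had a median of -0.01 in *p53 ΔN* (percentile 20.3), 0.01 in *Atmin ΔN; p53 ΔN* (48.1) and -0.05 in *Atmin ΔN* (16.3). The 4 dynein light chains had medians of -0.32 (0.33), -0.28 (0.42) and -0.43 (1.52). In *Atmin ΔN* the S phase genes had a median of -0.22 (0.88), and in *Atmin ΔN; p53 ΔN* -0.07 (0.96). Between *Atmin ΔN; p53 ΔN* and *p53 ΔN* it was 0.01 (61.4).

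Of the genes whose proteins or transcripts the paper reports as unaltered in *Trp53*-deleted cells, *Rb1*, a brake on the cell cycle, differed in *p53 ΔN* by -0.24 (another probe 0.03) and *Ccnd2*, a cyclin of the G1 phase, by -0.12. The transcription factor *Jun* differed by 0.08, and the ligands *Pdgfa* and *Pdgfb* by -0.18 and 0.03. *Pdgfrb* was not detected in any pool. Over the 7 measured genes the median was -0.05 in *p53 ΔN* (12.5) and -0.34 in *Atmin ΔN* (0.99).

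Other lists stayed closer to the random ones in *p53 ΔN*. Medians and percentiles were 0.01 (62.2) for vascular genes, 0.05 (77.4) for ependymal genes, -0.00 (32.6) for forebrain identity and 0.00 (35.5) for mid- and hindbrain identity. They were 0.01 (61.9) for the interferon response, -0.01 (24.4) for antioxidant genes and 0.01 (42.5) for hypoxia. Few genes of some lists were detected in *p53 ΔN* or *wt*: 2 of 12 vascular, 2 of 9 forebrain, 2 of 14 mid- and hindbrain and 4 of 11 interferon genes. Medians of these 4 lists therefore rest mostly on probes at background. *Gbx2*, of the mid- and hindbrain list, differed by -0.70. In *Atmin ΔN* the ependymal genes had 0.29 (99.89), from 3 genes.

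The effect of *Trp53* was compared between backgrounds that share no array. Across all probes the difference of *p53 ΔN* from *wt* and that of *Atmin ΔN; p53 ΔN* from *Atmin ΔN* had a Pearson correlation of 0.102 and a Spearman correlation of -0.0090. The pools *p53 ΔN* and *Atmin ΔN; p53 ΔN* shared 53 lower and 25 higher probes. Both comparisons use the same *wt* arrays, so a difference of the *wt* pool would enter both. Independent lists would share 0.60 and 0.21, and simulated pools that differ by array noise alone shared 0, but neither value allows for a *wt* pool that itself differs. For *Atmin* over both backgrounds, the additive limma fit gave 0 probes at an adjusted p under 0.05 and 1100 at an unadjusted p under 0.05. Among the latter *Cavin2*, a gene of caveolae, had an unadjusted limma p of 0.000332. With no effect at all, a share of 0.05 of the probes would fall there, and 1100 is less than that share. With a trended and robust prior the fit gave 54, of which 20 were higher and 34 lower.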
